# Transcriptome analysis of human cancer reveals a functional role of Heme Oxygenase-1 in tumor cell adhesion

**DOI:** 10.1186/1476-4598-9-200

**Published:** 2010-07-28

**Authors:** Stefanie Tauber, Alexander Jais, Markus Jeitler, Sandra Haider, Julia Husa, Josefine Lindroos, Martin Knöfler, Matthias Mayerhofer, Hubert Pehamberger, Oswald Wagner, Martin Bilban

## Abstract

**Background:**

Heme Oxygenase-1 (HO-1) is expressed in many cancers and promotes growth and survival of neoplastic cells. Recently, HO-1 has been implicated in tumor cell invasion and metastasis. However, the molecular mechanisms underlying these biologic effects of HO-1 remain largely unknown. To identify a common mechanism of action of HO-1 in cancer, we determined the global effect of HO-1 on the transcriptome of multiple tumor entities and identified a universal HO-1-associated gene expression signature.

**Results:**

Genome-wide expression profiling of Heme Oxygenase-1 expressing versus HO-1 silenced BeWo choriocarcinoma cells as well as a comparative meta-profiling of the preexisting expression database of 190 human tumors of 14 independent cancer types led to the identification of 14 genes, the expression of which correlated strongly and universally with that of HO-1 (P = 0.00002). These genes included regulators of cell plasticity and extracellular matrix (ECM) remodeling (MMP2, ADAM8, TGFB1, BGN, COL21A1, PXDN), signaling (CRIP2, MICB), amino acid transport and glycosylation (SLC7A1 and ST3GAL2), estrogen and phospholipid biosynthesis (AGPAT2 and HSD17B1), protein stabilization (IFI30), and phosphorylation (ALPPL2). We selected PXDN, an adhesion molecule involved in ECM formation, for further analysis and functional characterization. Immunofluorescence and Western blotting confirmed the positive correlation of expression of PXDN and HO-1 in BeWo cancer cells as well as co-localization of these two proteins in invasive extravillous trophoblast cells. Modulation of HO-1 expression in both loss-of and gain-of function cell models (BeWo and 607B melanoma cells, respectively) demonstrated a direct relationship of HO-1 expression with cell adhesion to Fibronectin and Laminin coated wells. The adhesion-promoting effects of HO-1 were dependent on PXDN expression, as loss of PXDN in HO-1 expressing BeWo and 607B cells led to reduced cell attachment to Laminin and Fibronectin coated wells.

**Conclusions:**

Collectively, our results show that HO-1 expression determines a distinct 'molecular signature' in cancer cells, which is enriched in genes associated with tumorigenesis. The protein network downstream of HO-1 modulates adhesion, signaling, transport, and other critical cellular functions of neoplastic cells and thus promotes tumor cell growth and dissemination.

## Background

Heme oxygenases are the rate-limiting enzymes in heme degradation that catalyze the conversion of heme into carbon monoxide, iron, and biliverdin. Heme oxygenase 1 (HO-1) has (cyto)protective properties and antiinflammatory, antiapoptotic, and antiproliferative capacities of HO-1 have been described in several cell types [1,2]. Under normal physiologic conditions HO-1 expression is low but can be upregulated in response to a wide range of stimuli and activated signaling molecules, including the HO-1 substrate heme, reactive oxygen species (ROS), nitric oxide species, prostaglandins, cytokines, growth factors such as insulin, and lipopolysaccharide [2]. Since heat shock (and other cellular stressors) lead to upregulation of HO-1, this molecule has also been termed heat-shock protein 32 (Hsp32).

A relation between malignant behavior and alterations in expression of HO-1 may exist. Elevated HO-1 has been detected in several cancer cell lines [3-6] and tumors (including lymphosarcoma, adenocarcinoma, hepatoma, glioblastoma, melanoma, prostate cancers, Kaposi sarcoma, squamous carcinoma, pancreatic cancer, brain tumors and myeloid leukemias; reviewed in [7]), thereby affecting tumor cell apotosis, proliferation, invasion and metastasis [7]. Furthermore, HO-1 gene polymorphisms have been associated with increased cancer susceptibility [8,9].

Cell adhesion is an important determinant of organised growth and the maintenance of architectural integrity. Changes in cell-cell and cell-extracellular matrix (ECM) adhesion accompany the transition from benign tumours to invasive, malignant cancers and the subsequent metastatic dissemination of tumour cells [6,10,11]. Specifically, alterations in ECM remodeling have been shown to affect adhesion properties of neoplastic cells. Although several studies have linked expression of HO-1 with various stages of tumor progression [12-15], the molecular mechanisms underlying HO-1-mediated changes in adhesion of neoplastic cells remain elusive.

We used gene expression profiling as a global assay to identify a common gene set directly linked to HO-1 in 14 cancer types. One of the genes that emerged was PXDN, the human homologue of the *Drosophila *gene peroxidasin. PXDN is a cell surface peroxidase associated with the extracellular matrix [12] and was found to play a key role in HO-1-dependent cell adhesion of neoplastic cells in our investigations. Our results reflect, for the first time, that HO-1 mediates genome-wide effects on transcriptional regulation of genes potentially involved in tumorigenesis. Moreover, our findings provide insights into the mechanisms underlying HO-1-dependent tumor invasion and support the notion that HO-1 represents a molecular target in cancer.

## Materials and metods

### Construction of transgenic cell lines

Constitutive stable HO-1 knock-down in BeWo choriocarcinoma cells (European Collection of Cell Cultures (Salisbury, UK) was generated by transduction with a microRNA (miRNA) adapted retroviral vector. Briefly, an shRNAmir (microRNA-adapted short hairpin RNA) against human HO-1 in pSM2 vector (oligo ID: V2HS_133107; Open Biosystems, Huntsville, AL, USA) was subcloned into the LMP vector Open Biosystems). Constitutive HO-1 overexpression in 607B melanoma cells [16] (kindly provided by Dr. Volker Wachek, was kindly provided by V. Wacheck; Department of Clinical Pharmacology, Medical University of Vienna, Austria) was generated by transduction with the retroviral vector MSCVpuro (Clontech, Mountain View, CA, USA) containing the human HO-1 cDNA [17]. For production of recombinant retroviruses, HEK293FT cells (Invitrogen, Carlsbad, CA, USA) were co-transfected with a vector containing the viral packaging proteins gag and pol, a vector containing env, and either LMP (ctrl), LMP-miHO1 (LMP containg miRNA against human HO-1), MSCV (ctrl) or MSCV-HO1 (MSCV containing the HO-1 cDNA). Vectors containing gag, env, and pol were kind gifts from Dr. Ewan Rosen (Beth Israel Deaconess Medical Center, Harvard Medical School, Boston , MA, USA). Forty-eight hours after transfection, viral supernatants were collected, BeWo and 607B cells were transduced in the presence of polybrene (8 μg/ml). Stable integrants were selected with puromycin (5 μg/ml). Knock-down or overexpression of HO-1 was verified by Western blotting (Fig 1A and Fig Seven A).

**Figure 1:**
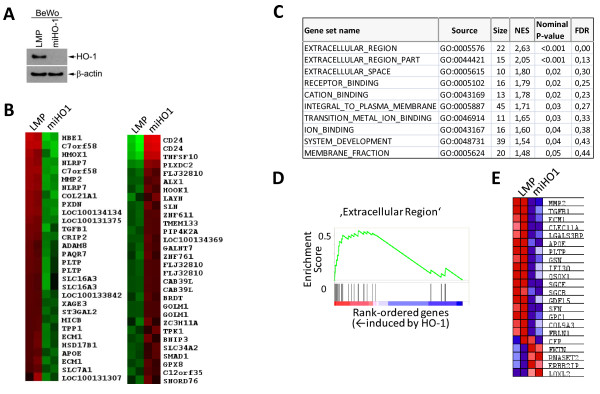
**The HO-1 gene signature in BeWo cancer cells**. (A) Western blot analysis of ctrl (LMP) or HO-1 shRNAmir-transduced BeWo cells (miHO-1) demonstrates efficient HO-1 knock-down. β-actin indicates equal loading. A representative example is shown. (B) A heat map of top 30 genes that discriminate HO-1 expressing (LMP) from HO-1 knockdown (miHO-1) cells as judged by LIMMA analysis (p < 0.05). Downregulated genes are shown in green and upregulated genes in red. Note that some genes are represented by multiple probe sets on the GeneChip. (C) Pathways enriched in HO-1 expressing BeWo cells. The number of genes contained within one pathway/gene set is given by 'Size'. Normalized enrichment score ('NES') is calculated by the GSEA software. Statistical significance is indicated by the nominal P-value ('NOMp-val') and the error is controlled by the false discover rate ('FDR q-val'). (D) Distribution of 20 pathway molecules for the top-ranking gene set amid the total ranked list of all transcripts analyzed by GSEA. Genes were rank ordered based on differential expression between LMP and miHO1 BeWo cells. (E) Corresponding heatmap showing relative expression of the 'Extracellular Region' pathway gene members in LMP and miHO-1 BeWo cells. Downregulated genes are shown in blue and upregulated genes in red.

### Transient Transfections

Small interfering (si) RNA targeting human PXDN, negative control siRNA (oligo ID: HSS187890 or cat. no. 12935-200, respectively; Invitrogen), pCDNA 3.1 (Invitrogen), or a plasmid containing the full PXDN cDNA under control of the CMV promoter (clone ID: OCABo5050A058, ImaGenes, Berlin, Germany) )were delivered into BeWo cells by nucleofection (Amaxa, Lonza Bioscinece) according to a previously optimized protocol [18].Briefly, 1 × 10^6 ^BeWo cells were nucleofected with siRNA (100 nmol/L) or 1 μg of control (pcDNA) or pPXDN plasmids following the manufacturers' instructions (solution V, program X-005) (Amaxa Biosystems, Germany). Following transfection, cells were kept in culture for 48-72 hrs, followed by cell adhesion assays.

### Isolation of total RNA and DNA-Microarry expression profiling

BeWo choriocarcinoma cells were purchased from the European Collection of Cell Cultures (ECACC, Salisbury, UK) and were cultured in Ham F12 medium (Gibco Life Technologies, Paisley, UK) supplemented with 5% fetal bovine serum (FBS; Biochrom, AG, Berlin, Germany) and streptomycin/penicillin (Gibco) using standard culture conditions. Total RNA was extracted from subconfluent culture using an RNeasy kit (Qiagen). Total RNA (200 ng) was then used for GeneChip analysis. Preparation of terminal-labeled cDNA, hybridization to genome-wide human Gene Level 1.0 ST GeneChips (Affymetrix, Santa Clara, CA, USA) and scanning of the arrays were carried out according to manufacturer's protocols https://www.affymetrix.com. RMA Signal extraction, normalization and filtering was performed as described (http://www.bioconductor.org/; [19]). A variation filter was applied for selecting informative (i.e., significantly varying) genes. The filtering criteria for the exemplary data sets required an interquantile range > 0.5 and at least one sample with expression intensity > 100. The full gene lists are now available at Gene Expression Omnibus http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE20404.

### Gene set enrichment analysis (GSEA)

GSEA [20], is a computational method that determines whether a given set of genes (e.g. known pathways, specific areas of the genome or clusters from a cluster analysis) shows statistically significant differences between two phenotypic states (i.e. LMP vs. miHO-1). Briefly, the GSEA calculation involves 3 steps: calculation of an Enrichment Score (ES) followed by estimation of the significance level of ES and adjustment for Multiple Hypothesis Testing. We used a publicly available database of gene sets contained within the Molecular Signature Database (MSigDB; [20]) to test for enrichment upon HO-1 knockdown.

### Statistical Microarray Group Comparisons

To calculate differential gene expression between individual sample groups, we performed a statistical comparison using the LIMMA package as described previously [19]. Briefly, LIMMA estimates the fold change between predefined sample groups by fitting a linear model and using an empirical Bayes method to moderate the standard errors of the estimated log-fold changes for each probe set [21]. A multiple testing correction based on the false discovery rate (FDR) was performed to produce adjusted p-values. All calculations were performed in ''R.''

### Human tumor gene expression databases

Human tumor gene expression data was used from the Global Cancer Map comprising 190 specimens of 14 different tumor types (breast, pancreas, lung, bladder, ovary, melanoma, uterus, renal, prostate, central nervous system, lymphoma, colorectal, mesothelioma, and leukemia)[22]. Gene expression data from the normal tissues were discarded. Only the data related to cancerous tissues were further analyzed. The GeneNeighbors module of the GenePattern software was used to identify genes, the expression of which was closely correlated with that of HO-1 [23]. Heatmap construction: We used the Pearson distance as a measure of similarity in the expression pattern. This algorithm produced a numerical score that represented the calculated Pearson distance for each gene relative to the HO-1 gene. The genes were then ranked so that the low score indicates the close similarity of the expression pattern of the particular gene with that of the HO-1 gene.

### Kolmogorov-Smirnov statistics

To evaluate the significance of the coexpression pattern of genes, we used the Kolmogorov-Smirnov (KS) statistics. For our analysis, we selected the genes that are differentially expressed in LMP vs miHO1 cells with at least a 2-fold difference (i.e. out of 214 differentially expressed genes, 67 genes were coexpressed with HO1, leaving 45 input genes after mapping onto the respective arrays). We discarded the genes with either overly low or overly high expression levels (<50 and >15,000 relative units in more than half of the arrays, respectively). We also did not include genes that had either less than a 2-fold difference or less than a 50 relative unit difference across all tumor tissues. Finally, out of 16063 genes, 7978 remained. We then determined the positional distribution of the 45 genes within the list of 7978 genes ordered by the Pearson distance relative to HO-1 in the 190 tumor tissues and reported the 14 genes (out of the 45 input genes) being closest to HO-1. In other words, we selected the 14 genes displaying the smallest Pearson distance relative to HO-1. These genes are coexpressed with HO-1 in the tumor specimens and also induced by HO-1 in BeWo cells expressing HO-1 endogenously. We next calculated the KS score for these 14 genes using R. The higher the KS score, the more the expression pattern of the particular gene set is analogous across all tumors. We also performed the same KS analysis for 14 randomly selected genes using 100,000 permutations. The frequency of events when the KS score of the randomly chosen gene set was equal to or exceeded that of the target gene set was taken as a P value (P = 0.00002).

### Real-time PCR

Total RNA (1 μg) was reverse transcribed into cDNA by MMLV enzyme (Promega, Mannheim, Germany) with random hexamers (1 μg/μg total RNA). All PCRs were performed using the SYBR Geen kit (BioRad, Hercules, CA, USA). Primers for selected genes were designed using Primer3 software http://frodo.wi.mit.edu/cgi-bin/primer3/primer3_www.cgi with the following sequences,: HO-1 (CAGGATTTGTCAGAGGCCCTGAAGG, fwd; TGTGGTACAGGGAGGCCATCACC, rev) ADAM8 (CCGCTACGTGGAGCTGTATG, fwd; CCAGCATCTGGAACTCTGCAT, rev), COL21A1 (GAACCCTGGCTACCCTGGAC, fwd; GTGTCCCTGCAATTCCCTG, rev), CRIP2 (CGCTGCAGCAAGAAGGTG, fwd; 5' -GCCAATCCTTGCCCAGAG, rev), IFI30 (CCTACGGAAACGCACAGGA, fwd; GAACTCCCACCTGCCACTG , rev), MICB (ACCTCAGGAGGACCCTGACTC , fwd; GGAGGGAATGCAAGCCTC , rev), MMP2 (GACCTTGGGAGAAGGCCAAG , fwd; CCATCGGCGTTCCCATACT , rev), PXDN (GTCGTGGCCCACCTGACTG , fwd; GTGTCGCTGGGAATGCTG , rev), TGFB1 (TGGAGCCTGGACACGCAGTA , fwd; GCCCGGGTTATGCTGGTTG , rev) and ARP (GCCAATAAGGTGCCAGCTGCTG, fwd; TCTTGCCCATCAGCACCACAG, rev). Using the ABI Prism 7700 sequence detection system (PE Applied Biosystems, Warrington, UK), PCR cycling conditions were as follows: initial denaturation at 95°C for 10 min, followed by 40 cycles at 94°C for 30 seconds, 60°C for 15 seconds and 72°C for 30 seconds and a 10 minutes terminal incubation at 72°C. Sequence Detector Software (SDS version 1.6.3, PE Applied Biosystems) was used to extract the PCR data, which were then exported to Excel (Microsoft, Redmond, WA) for further analyses. The RNA-amount of the human Arp gene was used as an internal control. Data were analyzed according to the 2^-ΔΔCT ^method [24].

### Western blot analyses

Western blot analyses were performed using standard protocols as recently done [25]. Equal amounts of protein lysates (35 μg) were separated on 10% SDS/polyacrylamide (PAA) gels and transferred onto Polyvinylidene fluoride (PVDF)-membranes (GE Healthcare, Amersham, Buckinghamshire, UK). After blocking filters were incubated overnight (4°C) with monoclonal mouse antibodies against human HO-1 (clone OSA110; 1:1000; Stressgen, Ann Arbor, MI, USA), PXDN (clone clone A01; 1:1000; Abnova, Taipei City, Taiwan), β-actin (1:5000; Abcam, Cambridge, MA, USA). After 1 h of treatment (room temperature) with secondary antibodies (anti-mouse Ig horseradish peroxidase linked, Amersham; 1:20.000) signals were developed by using ECL Plus Western Blotting Detection System (Amersham Pharmacia Biotech, Piscataway, NJ, USA).

### Immunofluorescene

Cells grown on coverslips were washed, fixed with 4% paraformaldehyde, permeabilized with 0.5% Triton-X 100 and blocked with goat serum. Expression of HO-1 and PXDN were detected with the antibodies described above. Cells were incubated with secondary antibodies conjugated to Alexa594 or Alexa488 (1:500; Molecular Probes, Eugene, OR, USA) and visualized using a Zeiss Axioskop 2 microscope, Zeiss Axiocam and Photoshop. As negative control coverslips were incubated with the respective isotype control IgG and secondary antibodies (data not shown). First trimester placental tissue were dehydrated and embedded in paraffin (Merck) as described elsewhere [26]. Serial sections (2-3 μm) were prepared, deparaffinized and finally heated in a microwave oven (×2 5 min, 850 W). After incubation in blocking solution (NEN, Boston,MA, USA), slides were incubated overnight with primary antibodies, washed 3 times in PBS (each 5 min) and followed by incubation with secondary antibodies conjugated to Alexa594 or Alexa488 (1 hour, Molecular Probes, Eugene, OR). The following primary antibodies/dilutions were utilized: PXDN (Sigma, 1:50) cytokeratin 7 (clone OV-TL, 8,3 μg/ml, DAKO, Glostrup, Denmark), HO-1 (clone OSA-110, 1:1000, Stressgen, Ann Arbor, MI), Ki67 (clone Ki-S5, 10 μg/ml, Chemicon), Kip2/p57 (C-20, rabbit, 2 μg/ml, Santa Cruz Biotechnolgy, Santa Cruz, CA) and Vimentin (clone Vim 3B4, Dako). As a negative control, the primary antibody was replaced by buffer or isotype IgG. Finally, all sections were counterstained with 1 μg/ml DAPI (Roche) and covered with Fluoromount-G (Soutech, Birmingham, AL).

### Cell Adhesion Assay

Adhesion assays were performed as described by [27], with minor modifications. 96 well plates were coated overnight at 4°C with Fibronectin (10 μg/ml; SIGMA), rat tail Collagen , or with Laminin (10 μg/ml; SIGMA) in PBS. Wells were rinsed and blocked for 1 h with 1% BSA in PBS. Logarithmic phase cells were harvested with trypsin and plated at 40 000 cells per well. After 30 min of incubation at 37°C, wells were rinsed to remove non-adherent cells. Adhered cells were fixed in 10% formalin for 5 min and stained with 0.1% crystal violet (in 20% MeOH) for 5 min. Excess dye was washed off with water and absorbance was measured at 595 nm. Bars represent mean absorbance +/- SEM of each condition tested in triplicates. All values have had background substracted that represents cell adhesion to wells blocked with 1% BSA in PBS.

### Cell Invasion assay

The invasion of BeWo cells was measured by using the Transwell chambers (Chemicon, Millipore, CA) according to the manufacturer's protocol. Briefly, the BeWo cells were electroporated with 20 μM of a control siRNA or siRNA targeting human PXDN with the Amaxa method as described elsewhere [18]. 24 hours later, the cells were seeded onto the membrane of the upper chamber of the transwell at a concentration of 2×10^5^/ml in 500 μl of DMEM/F12 medium. The medium in the upper chamber was serum-free. The medium at the lower chamber contained 10% Foetal Calf serum as a source of chemoattractants. Cells that passed through the Matrigel coated membrane were stained with Cell Stain Solution containing crystal violet supplied in the Transwell Invasion assay (Chemicon, Millipore, CA) and photographed after 20 hours of incubation.

### Cell Proliferation Assay

The effect of CO on proliferation of RAECs was determined with a nonradioactive bromodeoxyuridine (BrdU)-based cell-proliferation assay [28](per the manufacturer's guidelines; Roche, Basel, Switzerland). Following electroporation of 1 × 10^6 ^BeWo cells with 20 μM control or PXDN siRNA according to a previously optimized protocol [18], 2500 cells were seeded into 96 well plates and left for 24 hrs to recover. The cells were stimulated to proliferate with 10% FBS and BrdU incorporation was measured at indicated time points.

### Statistical analysis

Student's t test was used for comparison between the groups. P value < 0.05 was considered significant.

## Results

### Gene expression profiling

We used gene expression profiling to determine the genome-wide effect of HO-1 on the transcriptome of BeWo choriocarcinoma cells. BeWo cells were used in these experiments because these cells show relatively high levels of endogenous HO-1 expression. Expression of HO-1 was silenced in BeWo cells by a micro-RNA adapted retroviral vector targeting human HO-1. Western blotting demonstrated an efficient knockdown of HO-1 expression in BeWo cells stably expressing miHO-1 (henceforth referred to as 'miHO-1') as compared to BeWo cells stably expressing the LMP control sequence (referred to as 'LMP') (Fig. 1). RNA isolated from control (LMP) or miHO1 infected (miHO-1) cells was labeled and hybridized to human genome-wide gene level 1.0 ST arrays. 

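BeWo is a human choriocarcinoma cell line. Cells stably infected with the empty retroviral vector LMP were compared with cells that carried the same vector with a micro-RNA-adapted hairpin against HO-1, each on 2 arrays with 200 ng of total RNA per array. HMOX1 (NM_002133_at), the gene that encodes HO-1, had an RMA expression value (log2) of 8.70 ± 0.20 (SD, n = 2) in LMP cells and of 6.35 ± 0.53 (SD, n = 2) in miHO-1 cells. Its values were 8.84 and 8.56 on the LMP arrays and 6.73 and 5.98 on the miHO-1 arrays. It was 5.09-fold higher in LMP cells, a log2 fold change of 2.35 (standard error 0.302, adjusted p = 0.0262 from limma). Without LMP replicate 2, its log2 fold change was 2.49 with an adjusted p of 0.0589 from limma.

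The authors deposited log2 values for 29875 probe sets, named by RefSeq accession, after RMA, which corrects the background, quantile-normalizes the probes between arrays and summarizes them per probe set. A gene name was found for 23861 probe sets through the RefSeq accession and for 28 more through Additional file 1. The filter named in Materials and Methods, an interquartile range over 0.5 and at least 1 array with an intensity over 100, left 1495 probe sets. They were tested with limma (two-sided, Benjamini-Hochberg adjusted), and a probe set passed at an adjusted p under 0.05 and at least a 2-fold change. The replicates were consecutive passages of 1 infected line per vector, so the p-values measure the difference against the spread between passages and arrays. An exact permutation test of 2 arrays against 2 cannot give a two-sided p below 0.333. By the label of the scanned array, miHO-1 replicate 1 came from another run (array set 2) than the other 3 arrays (array set 1), and whether this was a separate hybridization is not stated. With the array set as a block, the comparison rests on the 2 LMP arrays and miHO-1 replicate 2, and HMOX1 then had a log2 fold change of 2.72. Without miHO-1 replicate 2, the only miHO-1 array left is the one labelled with another run, so group and run cannot be told apart.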

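In the deposited values 234 probe sets passed the threshold, 69 of them higher in LMP cells and 165 higher in miHO-1 cells. They held 179 distinct genes, 57 higher in LMP cells and 122 higher in miHO-1 cells, and 11 probe sets without a gene name. Genes higher in LMP cells included APOE, which encodes a lipid-carrying apolipoprotein, at 2.61-fold (log2 fold change 1.38, standard error 0.182, limma adjusted p = 0.0262), and the lactate exporter SLC16A3 at 2.59-fold (1.37, standard error 0.416, limma adjusted p = 0.0332, and 0.78 within array set 1). VGLL1, a transcriptional coactivator of trophoblast, was 2.21-fold higher in LMP cells. Genes higher in miHO-1 cells included BNIP3, an inducer of mitophagy (2.77-fold), SMAD1, a mediator of BMP signals (2.73-fold), the endocytic receptor LRP2 (2.62-fold), the imprinted gene PEG3 (2.65-fold) and the nonclassical MHC gene HLA-G (2.33-fold, log2 fold change -1.22, standard error 0.228, limma adjusted p = 0.0306). On each of the 234 probe sets both LMP arrays lay on the same side of both miHO-1 arrays. This also held for 90.6% of the 1495 filtered probe sets, where chance gives 33.3% for a single probe set. The probe sets share the deviations of the same 4 arrays. The gap between these shares therefore does not measure the strength of the evidence. Without any filter 65 probe sets passed, 28 higher in LMP and 37 in miHO-1 cells, and with the array set as a block 14 passed, 10 and 4, while 140 of the 234 were at least 2-fold apart within array set 1. The count was 21 (16 and 5) without LMP replicate 1, 6 (2 and 4) without LMP replicate 2, 24 (12 and 12) without miHO-1 replicate 1 and 615 (239 and 376) without miHO-1 replicate 2, so which direction held more calls depended on the arrays and the block.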

Among 214 differentially expressed genes with statistical significance (adjusted p-value < 0.05), 67 genes were expressed at higher levels in HO-1 expressing control (LMP) cells and 147 genes in cells deficient in HO-1 (miHO-1, see Additional file 1). Top 30 differentially expressed genes are shown in Table 1. 

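Of the 10 genes with the largest fold change toward LMP cells, HBE1, which encodes the embryonic epsilon chain of hemoglobin, was highest at 7.82-fold, with 8.60 ± 0.13 (SD, n = 2) in LMP and 5.63 ± 0.23 (SD, n = 2) in miHO-1 cells (log2 fold change 2.97, standard error 0.198, limma adjusted p = 0.00726). C7orf58 followed at 7.74-fold (log2 fold change 2.95, standard error 0.165, limma adjusted p = 0.00669) and NLRP7, a gene mutated in familial hydatidiform mole, at 5.10-fold (2.35, standard error 0.164, limma adjusted p = 0.00772). HMOX1 itself, MMP2, COL21A1, PXDN, TGFB1 and the gene models LOC100134134 and LOC100131375, both named in Table 1 as similar to peroxidasin, at 4.48-fold and 3.86-fold, made up the 10. Whether PXDN and these gene models share probes, and so 1 signal, was not tested.

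Toward miHO-1 cells the largest ratio of RMA values was that of CD24, a glycosylated cell surface protein. It was 22.3-fold for 1 of its probe sets (log2 fold change -4.48, limma adjusted p = 0.00669). The probe set with the higher mean, which stands for the gene here, was at 19.2-fold. It had 3.44 ± 0.42 (SD, n = 2) in LMP and 7.70 ± 0.055 (SD, n = 2) in miHO-1 cells (log2 fold change -4.26, standard error 0.248, limma adjusted p = 0.00669). TNFSF10, which encodes the death ligand TRAIL, was 14.2-fold higher in miHO-1 cells (log2 fold change -3.83, standard error 0.188, limma adjusted p = 0.00669), and the membrane protein gene PLXDC2 6.27-fold (log2 fold change -2.65, standard error 0.164, limma adjusted p = 0.00722). FLJ32810 (3.66-fold), the homeobox gene ALX1 (3.37-fold), HOOK1, LAYN, the calcium pump regulator SLN (3.27-fold), the zinc finger gene ZNF611 (3.25-fold) and TMEM133 (3.15-fold) completed this list. The LMP values of CD24 and the miHO-1 values of C7orf58 lay below the lower quartile of every array (4.70 to 4.90), so the size and rank of their fold changes rest on a signal near background. The other genes of the miHO-1 list had LMP means from 4.83 (ALX1) to 6.24 (FLJ32810), all below the intensity minimum of 100. Of the LMP list, the miHO-1 means of HBE1, COL21A1, HMOX1 and LOC100134134 were also below it. Those of NLRP7, MMP2, PXDN, TGFB1 and LOC100131375 were above it. Weak signal thus limits these fold changes too. With the array set as a block, 8 of the 10 genes higher in LMP cells and 3 of the 10 higher in miHO-1 cells passed, and without any filter 9 and 9. With an array left out, 8 and 3 passed without LMP replicate 1, 2 and 3 without LMP replicate 2, 9 and 7 without miHO-1 replicate 1, and 10 and 8 without miHO-1 replicate 2.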

An obvious feature of HO-1 was its effect on the expression of genes which are either directly or indirectly linked to cell adhesion and the integrity or remodelling of extracellular matrix (CD24, HOOK1, LAYN, HEY1, MME, RRAS2, FZD3, KIF14, KIF18A, DAAM1, BCL6, PLS1, ERBB2IP, BGN, FSD1, IFI30, LGALS3BP, FMNL1, TMSL3, CORO1A, TFF1, CLEC11A, ADAM8, ECM1, PLTP, TGFB1, PXDN, COL21A1 and MMP2; Table 1, and Additional Files 1 &2).

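All 29 genes of this list passed the threshold, 16 higher in LMP cells and 13 higher in miHO-1 cells (16 and 12 when adjusted over the list alone). The list was chosen by the study on these arrays, so neither these counts nor a test of the set is independent evidence of a direction. Those higher in LMP cells ranged from 2.01-fold to 4.83-fold. Among them, COL21A1, which encodes a fibril-associated collagen, had 8.28 ± 0.085 (SD, n = 2) in LMP and 6.16 ± 0.40 (SD, n = 2) in miHO-1 cells, 4.34-fold (log2 fold change 2.12, standard error 0.243, limma adjusted p = 0.0223). PLTP, a phospholipid transfer protein, was 2.91-fold higher, LGALS3BP, a secreted galectin ligand, 2.26-fold, and the actin regulators CORO1A and FMNL1 2.38-fold and 2.35-fold.

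Those higher in miHO-1 cells ranged from 2.02-fold to 19.2-fold, taking 1 probe set per gene. The highest was CD24, of which another probe set passed at 22.3-fold. LAYN, a hyaluronan receptor, was 3.34-fold higher in miHO-1 cells (log2 fold change -1.74, standard error 0.376, limma adjusted p = 0.0315), and HOOK1, a microtubule linker protein, 3.34-fold (log2 fold change -1.74, standard error 0.234, limma adjusted p = 0.0262). HEY1, a target of Notch, was 2.64-fold higher, FZD3, a Wnt receptor, 2.33-fold, the mitotic kinesins KIF14 and KIF18A 2.26-fold and 2.11-fold, and the actin nucleator DAAM1 2.19-fold. RRAS2 passed for 1 probe set (2.43-fold), while its probe set with the highest mean was 1.11-fold apart and did not.

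For the 29 genes so chosen camera gave an adjusted p of 0.0345 toward LMP cells, and 0.496 with an estimated correlation. With an estimated correlation the test has 2 residual degrees of freedom, and so little power for any list here. The median log2 fold change of the 29 genes, 1.01, lies on the side of the 16, and their mean was 0.179. Within array set 1 the median was 0.78, with a camera adjusted p of 0.00243, and 4 genes passed with the array set as a block and 7 without any filter. The number that passed was 4 without LMP replicate 1, 1 without LMP replicate 2, 5 without miHO-1 replicate 1 and 26 without miHO-1 replicate 2.

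**Figure D1:**
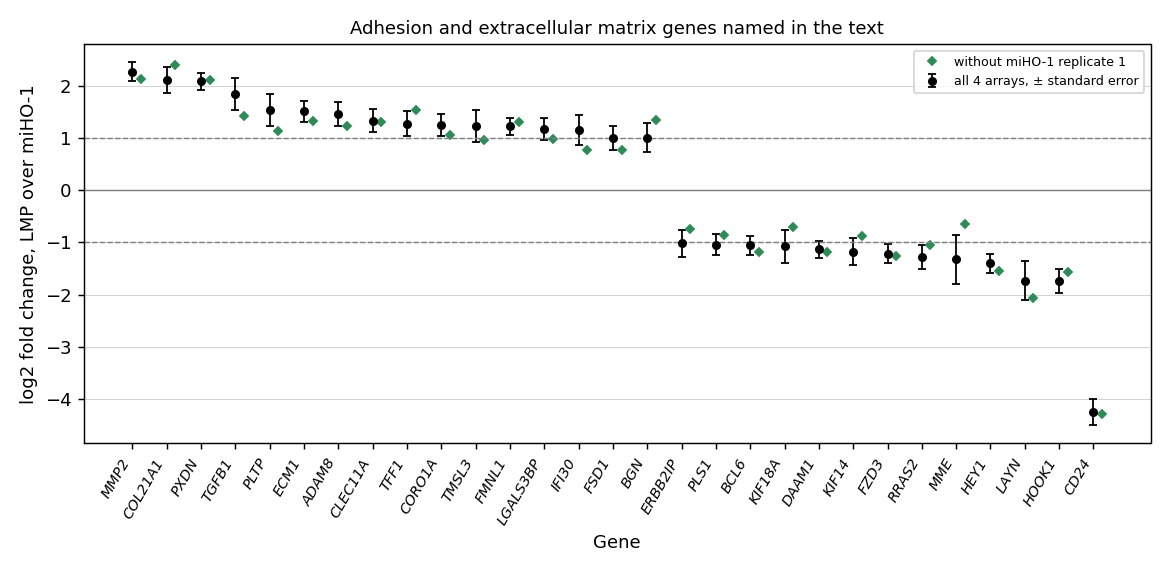
The log2 fold change (LMP over miHO-1, vertical axis) of each of the 29 genes (horizontal axis) is plotted as a black point with its standard error from limma over all 4 arrays. Green diamonds give the value without miHO-1 replicate 1, dashed lines mark 2-fold, and 20 of the 29 diamonds lie at or beyond them.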

**Table 1:** Top 30 genes up- or downregulated statistically significant more than 2-fold in BeWo control (LMP) cells compared with cells deficient in HO-1 (miHO-1)

Probe Set ID	Mean Fold Change (LMP vs miHO-1)	Adj. P-Value	Gene Symbol	Gene Name
**Upregulated in HO-1 expressing control (LMP) cells**:				
NM_005330_at	7,82	0,0073	HBE1	hemoglobin, epsilon 1
NM_024913_at	7,74	0,0067	C7orf58	chromosome 7 open reading frame 58
NM_001105533_at	5,56	0,0073	C7orf58	chromosome 7 open reading frame 58
NM_206828_at	5,10	0,0077	NLRP7	NLR family, pyrin domain containing 7
NM_002133_at	5,09	0,0262	HMOX1	heme oxygenase (decycling) 1
NM_139176_at	4,90	0,0081	NLRP7	NLR family, pyrin domain containing 7
NM_004530_at	4,83	0,0098	MMP2	matrix metallopeptidase 2 (gelatinase A)
XM_001720850_at	4,48	0,0092	LOC100134134	similar to peroxidasin homolog
NM_030820_at	4,34	0,0223	COL21A1	collagen, type XXI, alpha 1
NM_012293_at	4,27	0,0092	PXDN	peroxidasin homolog (Drosophila)
XM_001715515_at	3,86	0,0106	LOC100131375	similar to peroxidasin homolog
NM_000660_at	3,60	0,0306	TGFB1	transforming growth factor, beta 1
NM_001312_at	3,39	0,0146	CRIP2	cysteine-rich protein 2
NM_004425_at	2,99	0,0262	ECM1	extracellular matrix protein 1
NM_006227_at	2,91	0,0306	PLTP	phospholipid transfer protein
NM_182676_at	2,91	0,0306	PLTP	phospholipid transfer protein
XM_001718318_at	2,91	0,0318	LOC100131307	hypothetical protein LOC100131307
NM_000413_at	2,88	0,0262	HSD17B1	hydroxysteroid (17-beta) dehydrogenase 1
NM_178422_at	2,87	0,0301	PAQR7	progestin and adipoQ receptor family member VII
NM_022664_at	2,86	0,0262	ECM1	extracellular matrix protein 1
NM_001109_at	2,76	0,0284	ADAM8	ADAM metallopeptidase domain 8
NM_000391_at	2,64	0,0306	TPP1	tripeptidyl peptidase I
XM_001726123_at	2,64	0,0262	LOC100133842	similar to lectin, galactoside-binding, soluble, 3 binding protein
NM_003045_at	2,63	0,0262	SLC7A1	solute carrier family 7, member 1
NM_005931_at	2,63	0,0231	MICB	MHC class I polypeptide-related sequence B
NM_000041_at	2,61	0,0262	APOE	apolipoprotein E
NM_006927_at	2,60	0,0262	ST3GAL2	ST3 beta-galactoside alpha-2,3-sialyltransferase 2
NM_001042423_at	2,60	0,0334	SLC16A3	solute carrier family 16, member 3 (monocarboxylic acid transporter 4)
NM_004207_at	2,59	0,0332	SLC16A3	solute carrier family 16, member 3 (monocarboxylic acid transporter 4)
**downregulated in HO-1 expressing control (LMP) cells**:				
NM_013230_at	-22,27	0,0067	CD24	CD24 molecule
XM_001725629_at	-19,19	0,0067	CD24	CD24 molecule
NM_003810_at	-14,22	0,0067	TNFSF10	tumor necrosis factor (ligand) superfamily, member 10
NM_032812_at	-6,27	0,0072	PLXDC2	plexin domain containing 2
XM_001726122_at	-3,66	0,0206	FLJ32810	hypothetical protein FLJ32810
NM_006982_at	-3,37	0,0155	ALX1	ALX homeobox 1
NM_015888_at	-3,34	0,0262	HOOK1	hook homolog 1 (Drosophila)
NM_178834_at	-3,34	0,0315	LAYN	layilin
NM_003063_at	-3,27	0,0262	SLN	sarcolipin
NM_030972_at	-3,25	0,0178	ZNF611	zinc finger protein 611
NM_032021_at	-3,15	0,0178	TMEM133	transmembrane protein 133
NM_005028_at	-3,14	0,0206	PIP4K2A	phosphatidylinositol-5-phosphate 4-kinase, type II, alpha
XM_001715384_at	-3,09	0,0256	LOC100134369	similar to golgi phosphoprotein 2
NM_017423_at	-3,06	0,0262	GALNT7	N-acetylgalactosaminyltransferase 7
NM_001008401_at	-3,00	0,0306	ZNF761	zinc finger protein 761
XM_001127597_at	-2,98	0,0178	FLJ32810	hypothetical protein FLJ32810
NM_030925_at	-2,95	0,0178	CAB39L	calcium binding protein 39-like
NM_001079670_at	-2,92	0,0178	CAB39L	calcium binding protein 39-like
NM_001726_at	-2,88	0,0297	BRDT	bromodomain, testis-specific
NM_177937_at	-2,87	0,0178	GOLM1	golgi membrane protein 1
NM_014827_at	-2,81	0,0321	ZC3H11A	zinc finger CCCH-type containing 11A
NM_001042482_at	-2,78	0,0306	TPK1	thiamin pyrophosphokinase 1
NM_004052_at	-2,77	0,0306	BNIP3	BCL2/adenovirus E1B 19 kDa interacting protein 3
NM_006424_at	-2,75	0,0262	SLC34A2	solute carrier family 34 (sodium phosphate), member 2
NM_005900_at	-2,73	0,0262	SMAD1	SMAD family member 1
NM_001008397_at	-2,72	0,0262	GPX8	glutathione peroxidase 8
NM_018169_at	-2,71	0,0284	C12orf35	chromosome 12 open reading frame 35
NR_003942_at	-2,68	0,0318	SNORD76	small nucleolar RNA, C/D box 76
XM_001726844_at	-2,66	0,0375	LOC100130123	PRO2870
NM_207189_at	-2,65	0,0276	BRDT	bromodomain, testis-specific

Mean fold change values of n = 2 experiments.

### Pathway prediction analyses

To further explore the dataset, GSEA [20] was used to identify groups of functionally related genes with expression patterns that correlate with HO-1 expression. GSEA is a method for interpreting gene expression data that focus on groups of genes sharing common biological function, chromosomal location or regulation. This approach can show important effects on pathways, which might be missed in single-gene analyses [20]. Fig. 1C displays the top 10 pathways regulated by HO-1 expression in BeWo cells. Amongst others, HO-1 expressing BeWo cells were significantly enriched in pathways regulating extracellular matrix orchestration and signal transduction. Plotting of the enrichment score vs the rank-ordered gene list for the top-scoring gene set Éxtracellular region' illustrates increased expression of ECM molecules and their remodeling enzymes in HO-1 expressing BeWo LMP cells (Fig. 1D). 

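Additional file 3 prints 15 members of 'Extracellular Region, Part', while Fig. 1D counts 20 molecules for the top-ranking set, so the list used here is shorter. How the printed members were chosen is not stated, and the study shows them for their correlation with HO-1 on these arrays, so the tests are not independent evidence of a direction. Of its 14 members with an expression value here, 4 were higher in LMP cells (ECM1, LGALS3BP, MMP2 and TGFB1), 1 was higher in miHO-1 cells (ERBB2IP, a scaffold protein of cell junctions, at 2.02-fold) and 9 did not reach 2-fold at the adjusted p. The counts adjusted over the list alone were also 4 and 1. Among the 9, the proteoglycan gene GPC1 was 1.60-fold apart (log2 fold change 0.68, standard error 0.170, limma adjusted p = 0.0318), and FBLN1, which encodes the matrix protein fibulin-1, 1.54-fold (0.62, standard error 0.178, limma adjusted p = 0.0324), both higher in LMP cells. The median log2 fold change of the 14 was 0.763, and 12 of them were above 0. With camera they were higher than the other measured genes (adjusted p = 1.05e-07), with an adjusted p of 0.432 with an estimated correlation. With the array set as a block, the median was 0.708, the camera adjusted p 1.78e-09, and 1 member passed. With an array left out, 1 member passed without LMP replicate 1, none without LMP replicate 2 (3 at an unadjusted p under 0.05 from limma), 1 without miHO-1 replicate 1 and 6 without miHO-1 replicate 2. Of the 9 measured members of 'Extracellular Space', each of them also a member of the first set, 3 were higher in LMP cells (3 over the list alone), with a median of 0.787 and a camera adjusted p of 4.73e-06, and an adjusted p of 0.496 with an estimated correlation. Its median within array set 1 was 0.643, with a camera adjusted p of 2.78e-07, and 1 member passed with the block, 1 without LMP replicate 1, none with limma without LMP replicate 2 (2 at an unadjusted p under 0.05), 1 without miHO-1 replicate 1 and 4 without miHO-1 replicate 2. The Molecular Signature Database was not at hand, so the GSEA itself was not repeated.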

A more detailed analysis of this pathway revealed enhanced expression of several ECM molecules including extracellular matrix-1 (ECM1), collagen type IX, α3 (COL9A3, sarcoglycans β and -ε (SGCβ and SBCε), and the matrix remodeling factors MMP2 and TGFβ1 (Fig. 1E). 

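MMP2, a gelatinase that cleaves denatured and basement membrane collagen, had 9.54 ± 0.090 (SD, n = 2) in LMP and 7.27 ± 0.18 (SD, n = 2) in miHO-1 cells, 4.83-fold (log2 fold change 2.27, standard error 0.182, limma adjusted p = 0.00982). TGFB1 had 8.73 ± 0.022 (SD, n = 2) and 6.88 ± 0.59 (SD, n = 2), 3.60-fold (1.85, standard error 0.312, limma adjusted p = 0.0306). ECM1 was 2.86-fold higher in LMP cells (1.52, standard error 0.205, limma adjusted p = 0.0262). COL9A3 (NM_001853_at), SGCB and SGCE were below the 2-fold minimum. Their values were 1.70-fold (log2 fold change 0.76, limma adjusted p = 0.0324), 1.63-fold (0.71, limma adjusted p = 0.0318) and 1.70-fold (0.76, limma adjusted p = 0.0306), each higher in LMP cells on both arrays. With the array set as a block the log2 fold changes were 2.14 for MMP2, 1.43 for TGFB1 and 1.33 for ECM1, and of these 3 genes MMP2 alone passed. None of the 3 passed without LMP replicate 2, when the limma adjusted p was 0.0843 for MMP2.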

The significant gene sets 'receptor binding', integral to plasma membrane' and 'system development' contained further genes related to cell plasticity and ECM organization, including IGF2, placental growth factor (PGF), collagen type I α1 (COL1A1), fibroblast growth factor receptors 3 and 4 (FGFR-3,-4), ADAM8, (see Additional File 3). These observations suggest that HO-1 expressing cells produce factors relevant to cell-matrix adhesion as well as their degrading enzymes.

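In 'Receptor Binding', 3 of 16 measured members were higher in LMP cells (CLEC11A, a growth factor for blood progenitor cells, IGF2 and TGFB1), ERBB2IP was higher in miHO-1 cells, and 12 did not reach 2-fold. The counts over the list alone were the same, and this set and the next come from the same file, as printed there. The median was 0.69 (0.501 within array set 1), with a camera adjusted p of 0.00184 (0.000975 with the array set as a block) and an adjusted p of 0.499 with an estimated correlation. No member passed with limma without any filter, with the array set as a block (8 at an unadjusted p under 0.05) or without LMP replicate 1 (4), LMP replicate 2 (1) or miHO-1 replicate 1 (3), and 7 passed without miHO-1 replicate 2. IGF2, a fetal growth factor, was 2.44-fold higher in LMP cells, with 10.22 ± 0.12 (SD, n = 2) and 8.94 ± 0.26 (SD, n = 2) (log2 fold change 1.29, standard error 0.204, limma adjusted p = 0.0288). ADAM8, a membrane-bound metalloproteinase, was 2.76-fold higher (1.46, standard error 0.229, limma adjusted p = 0.0284). PGF (1.58-fold), COL1A1 (1.57-fold), FGFR3 (1.70-fold) and FGFR4 (1.79-fold) had limma adjusted p-values of 0.049, 0.0318, 0.0306 and 0.0318 and were below the 2-fold minimum.

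A further set of 45 genes that holds ADAM8 is printed without a title. Of its members 5 were higher in LMP cells, among them the cation channels ACCN2 and TRPV2, and 6 were higher in miHO-1 cells, among them the phosphate transporter SLC34A2 (5 and 6 over the list alone). Its camera adjusted p was 0.0899 (median 0.66), 0.0309 with the array set as a block (median 0.39), and 0.559 with an estimated correlation. With an LMP array or miHO-1 replicate 1 left out 1 member passed, and 17 did without miHO-1 replicate 2. In 'System Development', 5 of 36 measured members were higher in LMP cells (APOE, DPYSL5, IGF2, TGFB1 and TPP1) and 3 were higher in miHO-1 cells (ALX1, CACNB2 and HEY1), again 5 and 3 over the list alone. With camera this set did not pass (median 0.57, adjusted p = 0.173, and 0.506 with an estimated correlation), nor did it with the array set as a block (median 0.403, camera adjusted p = 0.0731), while preranked GSEA gave an adjusted p of 0.0035, and 0.00242 for the set of 45 genes. Of the members of 'System Development' none passed with limma with the array set as a block (20 at an unadjusted p under 0.05), without LMP replicate 1 (7) or without LMP replicate 2 (2), 1 passed without miHO-1 replicate 1 and 10 without miHO-1 replicate 2.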

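Matrix genes were also tested with lists that are not the study's own, drawn up by gene family or textbook function with the paper's tables in view. Of 21 measured collagen genes, COL21A1 was higher in LMP cells and 20 did not pass (1 over the list alone), while 18 had a log2 fold change above 0 and the median was 0.316 (0.346 within array set 1). COL4A1 and COL4A2, the main collagens of basement membrane, did not pass, at 1.21-fold and 1.29-fold. Of 21 basement membrane and matrix glycoprotein genes, ECM1 and PXDN were higher in LMP cells (2 over the list alone), with a median of 0.222 (0.144 within array set 1). The laminin genes LAMA1, LAMB1 and LAMC1 did not pass, at 1.30-fold, 1.02-fold and 1.18-fold. Of 8 proteoglycan genes, BGN was higher in LMP cells (1 over the list alone), with a median of 0.362 (0.179 within array set 1).

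With camera, collagens (adjusted p = 0.000154), basement membrane genes (0.000738) and proteoglycans (0.0203) were higher in LMP cells than the other measured genes, and the adjusted p-values were 3.45e-06, 4.58e-06 and 0.00816 with the array set as a block. The adjusted p-values with an estimated correlation were 0.499, 0.492 and 0.496. Of 14 matrix proteases, ADAM8 and MMP2 were higher in LMP cells (2 over the list alone, median 0.189, camera adjusted p = 0.102, and 0.506 with an estimated correlation), while the collagenase activator MMP14 was 1.13-fold apart. With the array set as a block the proteases had a camera adjusted p of 0.0383 and a median of 0.0539.

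Of 26 integrin genes on the array 8 were measured, and of 29 genes of cell-cell junctions 24. None of these passed with limma, or with the Student test of the paper's general statistics section, adjusted or not. At an unadjusted p under 0.05 from limma before the variation filter there were 4 and 6, and with no fold minimum 3 and 3 had an adjusted p under 0.05. One junction gene passed with the arrays centred on their medians and 1 without miHO-1 replicate 2, both times higher in miHO-1 cells. The integrin median was -0.0311 (camera adjusted p = 0.895, and 0.905 with the array set as a block at a median of -0.183) and became 0.0165 after another quantile normalization, and that of the junction genes was -0.128 (camera adjusted p = 0.909, and 0.905 with the block at a median of -0.0789). Of 34 focal adhesion and actin genes, CORO1A and FMNL1 were higher in LMP cells and DAAM1 in miHO-1 cells (2 and 1 over the list alone). Their median was -0.0712 (camera adjusted p = 0.793, and 0.731 with the block at a median of -0.10), and 0.0446 after another quantile normalization. The 3 calls among focal adhesion and actin genes were lost with limma without any filter (9 at an unadjusted p under 0.05), with the array set as a block (4), without LMP replicate 1 (2), LMP replicate 2 (none) and miHO-1 replicate 1 (2), and 4 genes passed without miHO-1 replicate 2. BGN was lost without any filter, with the intensity minimum alone, after another quantile normalization, with the arrays centred, with the block and with any array left out. Of the basement membrane genes 1 passed with the block, 1 without LMP replicate 1, none without LMP replicate 2 (2 at an unadjusted p under 0.05 from limma), 1 without miHO-1 replicate 1 and 2 without miHO-1 replicate 2, and the counts of matrix proteases were the same. Of the collagen genes 1 passed with the block and with each array left out, except that none passed without LMP replicate 2 (1 at an unadjusted p under 0.05 from limma).

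From the higher expression of MMP2, TGFB1, ECM1 and the other genes of its pathway analysis in LMP cells, the paper proposes that cells expressing HO-1 make both adhesion factors of the matrix and the enzymes that break it down.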

### HO-1 gene signature in 190 human tumors

We next determined whether expression of the putative HO-1 target genes identified in BeWo cells (Additional File 1) correlates with HO-1 expression levels in human tumors. For these purpose, we performed data mining using the GCM database. This database includes the expression profiling data of 16,063 genes of 190 individual tumors of the 14 human cancer types. Using R/Bioconductor, we ranked 7978 genes (filtering described in methods) according to their level of coexpression with HO-1. The Pearson distance was used as an unbiased measure of the expression pattern similarity of the target gene with the expression pattern of HO-1. Using the data of Additional File 1, we then selected the top 14 individual genes, expression of which most uniformly correlated with that of HO-1 both in BeWo LMP cells and in 190 human tumors (Fig. 2A and Table 2). 

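All 14 genes of Table 2 were higher in LMP cells, from 2.01-fold to 4.83-fold (13 when adjusted over the list alone, with 1 probe set per gene). The study chose them partly on these arrays, so neither the count nor a test of the set is independent evidence of a direction. PXDN, a peroxidase of the basement membrane that cross-links collagen IV, had 8.89 ± 0.096 (SD, n = 2) in LMP and 6.80 ± 0.022 (SD, n = 2) in miHO-1 cells, 4.27-fold (log2 fold change 2.09, standard error 0.162, limma adjusted p = 0.00924). CRIP2, a LIM domain protein, was 3.39-fold higher (1.76, standard error 0.159, limma adjusted p = 0.0146). HSD17B1, which makes estradiol in the placenta, was 2.88-fold higher (1.53, standard error 0.219, limma adjusted p = 0.0262), and MICB, a ligand of the natural killer cell receptor NKG2D, 2.63-fold (1.39, standard error 0.162, limma adjusted p = 0.0231). The amino acid transporter gene SLC7A1 (2.63-fold), the sialyltransferase gene ST3GAL2 (2.60-fold), the lysosomal thiol reductase gene IFI30 (2.24-fold), the placental-like alkaline phosphatase gene ALPPL2 (2.10-fold) and the proteoglycan gene BGN (2.01-fold) were next. AGPAT2, an enzyme of phospholipid synthesis, passed for 1 of its probe sets (2.05-fold) and not for the other (1.98-fold).

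The median log2 fold change of the 14 genes was 1.43 (1.39 within array set 1), with a camera adjusted p of 1.46e-21 (5.96e-30 with the array set as a block) and an adjusted p of 0.432 with an estimated correlation. Of the 14, 8 passed without any filter and 3 with the array set as a block. With one array left out, 3 passed without LMP replicate 1, none without LMP replicate 2 (6 at an unadjusted p under 0.05 from limma), 4 without miHO-1 replicate 1 and 13 without miHO-1 replicate 2.

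**Figure D2:**
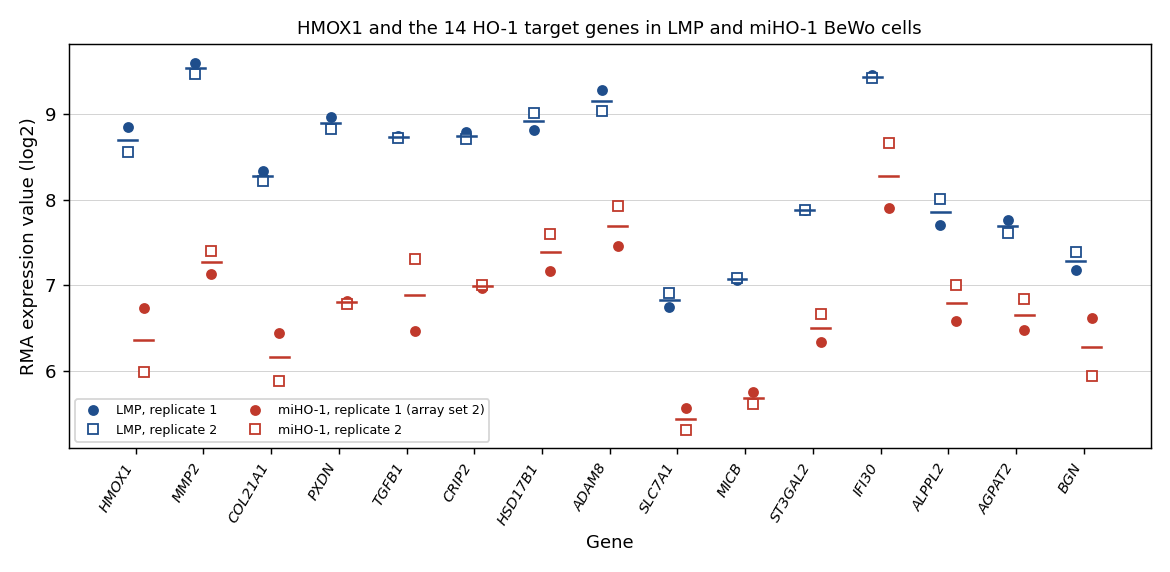
RMA expression values (log2, vertical axis) of HMOX1 and the 14 genes (horizontal axis) on each of the 4 arrays, with group means as bars. For every gene both LMP arrays (blue) lie above both miHO-1 arrays (red).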

To confirm that the coexpression of these 14 genes with HO-1 is statistically significant we applied KS statistics. One hundred thousand trials with a randomly selected set of 14 genes undermined the high statistical significance of the 14 identified genes (P = 0.00002). Fig. 2B shows the expression pattern of the 14 highly significant HO-1 target genes in the 190 tumor samples, which include ADAM8, AGPAT2, MICB, ST3GAL2, SLC7A1, HSD17B1, MMP2, IFI30, COL21A1, ALPPL2, CRIP2, BGN, TGFB1 and PXDN. To corroborate our results, we used qRT-PCR to determine the mRNA levels of 8 HO-1 target genes in BeWo LMP and miHO-1 cells (Fig. 2C). These 8 HO-1 target genes were selected based on their putative role in regulation of cell plasticity/motility based on Gene Ontology classification and PubMed searches. According to our results, the expression levels of these genes were the lowest in miHO-1 cells. Western blotting of LMP and miHO-1 BeWo cell extracts confirmed the increased levels of PXDN in LMP cells (Fig. 3A). Immunofluorescence analysis of routinely cultured, subconfluent LMP and miHO-1 BeWo cells further corroborated western blotting data, showing increased (mostly perinuclear) PXDN staining in LMP cells (Fig. 3B).

**Figure 2:**
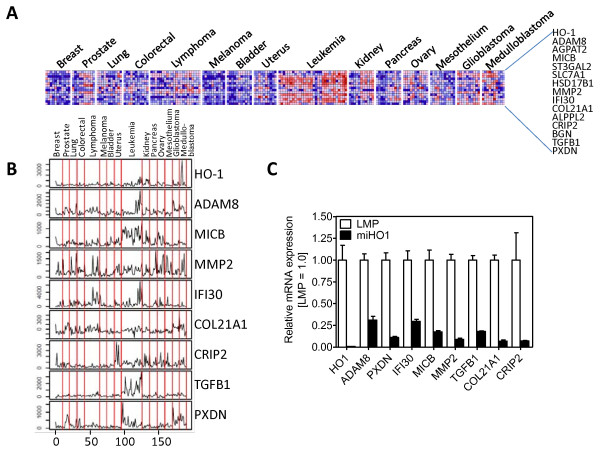
**HO-1 target gene expression in 190 human tumors**. (A) The heatmap shows the expression pattern of 14 HO-1 target genes including HO-1 itself in the 190 human tumors of the 14 most common cancer types included in the GCM database. Red and blue squares denote high versus low levels of expression of each individual gene normalized to its mean expression across all tumor samples, respectively. (B) Relative gene expression of 8 selected HO-1 target genes. The Y-axis displays the normalized DNA Microarray signal across 190 tumor samples (comprising the X-axis). Cancer types are shown above the plot. (C) mRNA levels were measured by qRT-PCR using the RNA samples isolated from HO-1 expressing (LMP) and HO-1 silenced (miHO-1) BeWo cells. The expression values were normalized relative to Arp. The levels of mRNA in LMP and miHO-1 cells are shown in percentage relative to LMP cells (set to 100%). Bars represent mean (+/- SEM) of three independent experiments.

**Table 2:** HO-1 target genes

Gene Accession	Gene Symbol	Distance from HO-1	Fold Change (LMP/miHO-1)
NM_001109	ADAM8	0.5570885	2,76
NM_001012727	AGPAT2	0.6074327	2,05
NM_005931	MICB	0.66872585	2,63
NM_009179	ST3GAL2	0.680627	2,60
NM_003045	SLC7A1	0.70778143	2,63
NM_000413	HSD17B1	0.7225144	2,88
NM_008610	MMP2	0.7414118	4,83
NM_006332	IFI30	0.7581253	2,24
NM_030820	COL21A1	0.7659843	4,34
NM_031313	ALPPL2	0.77093726	2,10
NM_001312	CRIP2	0.78032595	3,39
NM_001711	BGN	0.8124546	2,01
NM_000660	TGFB1	0.82223743	3,60
NM_012293	PXDN	0.82782316	4,27

NOTE: Distance from HO-1 corresponds to ranking derived from the Pearson distance from HO-1. Fold change (LMP/miHO-1), the ratio of gene expression levels in HO-1 expressing cells versus HO-1 silenced cells.

**Figure 3:**
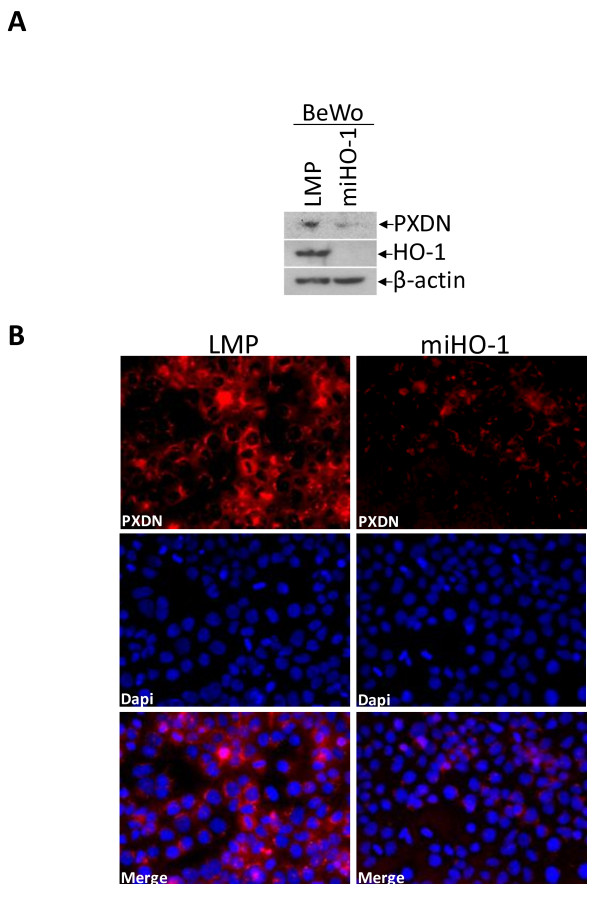
**Knock-down of HO-1 in BeWo cells diminishes PXDN protein expression**. (A) PXDN detection by western blotting of LMP and miHO-1 BeWo cells. β-actin indicates equal loading. A representative example is shown. (B) Immunofluorescent detection of PXDN (=red) and nuclei (DAPI = blue) in cultured LMP and miHO-1 BeWo cells. Fields shown are representative of each population.

### HO-1 and PXDN colocalize in invasive trophoblast

To confirm a link of HO-1 with PXDN, we determined the expression of HO-1 and PXDN in first trimester placenta tissues. Among the Cytokeratin-positive (=villous, extravillous as well a ssyncytiotrophoblast) cells, Ki67- or p57-staining indicated proliferating (non-invasive) or invasive, differentiated extravillous trophoblast cells, respectively (Fig. 4). Immunofluorescence analysis of serial sections revealed pan-trophoblastic HO-1 and PXDN staining (Fig. 4), however, proximal extravillous trophoblasts in the cell column stained strongest for HO-1 and PXDN. Based on our immunostaining data, we concluded that the expression of HO-1 is coupled to an up-regulation of PXDN in first trimester placenta.

**Figure 4:**
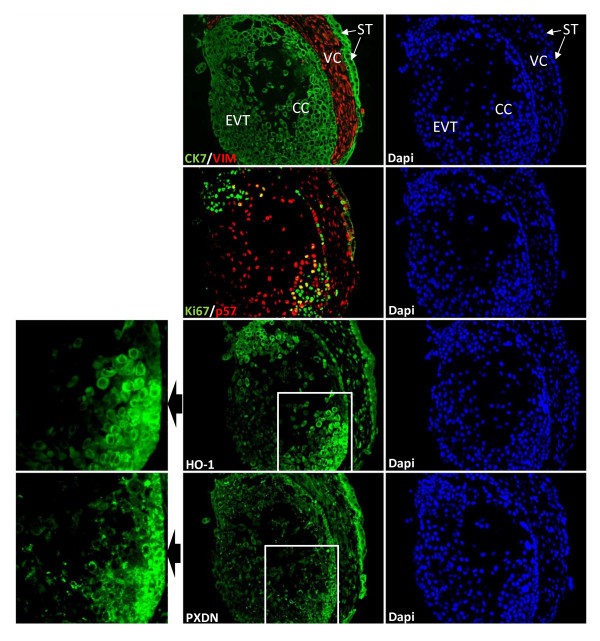
**PXDN and HO-1 co-localize in first trimester placenta**. Immunohistochemical analyses of serial sections of placental tissues (between 7 and 14th weeks of gestation) stained with different antibodies, counterstained with DAPI and analysed by fluorescence microscopy as described in Materials and Methods. Trophoblast and stromal cells are marked by Cytokeratin 7 (CK7, green) and Vimentin (VIM, red) staining, respectively. Ki67 (red) staining indicates poorly invasive but proliferative EVT, whereas p57 (green) positive cells account for invasive, differentiated EVT. HO-1 and PXDN were stained on separate serial sections. Photographs were taken at 400-fold magnification. VC, villous core; EVT, extravillous trophoblast; CC, cell column; ST, syncytiotrophoblast. Note the relative higher abundance of PXDN and HO-1 in CTB as compared with EVT. Magnification: 200x.

### HO-1 affects cell adhesion to extracellular matrix molecules via PXDN

We examined the effect of HO-1 knockdown on the attachment of BeWo LMP and miHO-1 cells to fibronectin, laminin and collagen type I using cell adhesion assays. In this assay, nonadherent cells were removed gently and the remaining adherent cells were fixed, stained and analysed by light microscopy. As shown in Fig. 5A, HO-1 expressing cells (LMP) became much more adherent compared with HO-1 deficient (miHO1) cells. The adherent cells were measured at 550 nm following staining with crystal violet. As shown in Fig. 5B, the absorbance of LMP cells was significantly higher than that of miHO-1cells (P > 0.05). This effect was more pronounced in the order Laminin > Fibronectin > Collagen type I. It is noteworthy that very few cells adhered to control wells (termed 'Ctrl'). To examine if the HO-1 target gene PXDN is accountable for the increased adhesivenss of HO-1 expressing BeWo cells, we repeated adhesion assays with BeWo cells silenced for PXDN expression. We observed diminished PXDN mRNA and protein levels two days after transfection of LMP and miHO-1 BeWo cells with a PXDN-specific siRNA, but not with a negative control siRNA, (Fig. 5C and 5D, respectively). We evaluated effects of PXDN knockdown on cell adhesion to Fibronectin and Laminin, as BeWo cells most efficiently adhere to these matrix proteins. Transfection with a control siRNA did not alter the inhibitory effect of reduced HO-1 levels on adhesion of BeWo cells to Fibronectin or Laminin (Fig. 5E and 5F). While PXDN-knockdown did not alter cell adhesion properties of HO-1 deficient BeWo cells (miHO-1), siRNA-mediated PXDN-knockdown abolished the stimulatory effect of HO-1 on cell adhesion observed in LMP cells (Fig. 5E and 5F). To minimize the risk of off-target effects, we repeated the cell adhesion experiments with an alternative siRNA against PXDN with similar results (Additional File 4). To undermine a role of PXDN in cell adhesion, we transiently overexpressed PXDN in BeWo miHO1 cells. Ectopic expression of PXDN (pPXDN) resulted in enhanced adhesion to Laminin and Fibronectin, as compare to cells transfected with a control pasmid (Fig. 5G).

**Figure 5:**
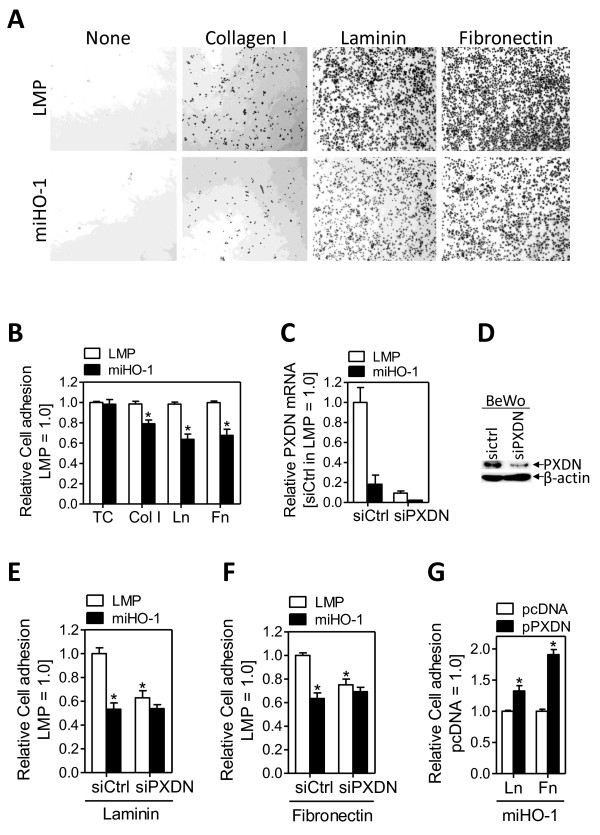
**HO-1 mediates cell adhesion via PXDN in BeWo choriocarcinoma cells via PXDN**. (A) Control-infected (LMP) or miHO-1 (miHO-1) infected BeWo cells were seeded on fibronectin (FN), collagen type I (Col I), laminin (Ln) or tissue culture plastic (TC) and assayed for adhesion as described in *Materials&Methods*. Photographs were taken at a 40x magnification. (B) The absorbance of fixed and crystal-violet stained cells at 550 nm of ctrl (LMP) infected cells were arbitrarily set to 100% in each experiment. Note that HO-1 deficient BeWo cells (miHO-1) became less adherent than LMP cells expressing HO-1 endogenously (*P < 0.05 vs LMP cells). PXDN knocked down in BeWo LMP and miHO-1 cells after transient transfection with a control (siCtrl) or PXDN-specific (siPXDN) siRNA, as determined by real-time PCR (C) and western blotting (D). β-actin indicates equal loading. Effect of PXDN-knockdown on cell adhesion to fibronectin (E) or laminin (F) in control-infected (LMP) or miHO-1 (miHO-1) infected BeWo cells. For comparison, OD-values of ctrl (LMP) infected cells were arbitrarily set to 100% in each experiment. Note that HO-1 expressing cells (LMP), but not HO-1 deficient cells (miHO-1) became less adherent following PXDN-knockdown (*P < 0.05 vs siCtrl-treated LMP cells). (G) Effect of ectopic PXDN expression on cell adhesion of miHO1 BeWo cells. For comparison, OD-values of cells transfected with an empty control plasmid (pCDNA) were arbitrarily set to 100% in each experiment. Note that PXDN overexpressing cells (pPXDN), but not mock-transfected cells (pcDNA) became more adherent (*P < 0.05 vs pcDNA treatment).

To verify that the effects of HO-1 on cell adhesion and PXDN expression are truly related to HO-1, we generated a HO-1 gain-of-function cell model using 607B melanoma cells, which have no detectable endogenous HO-1 expression. As shown by western blotting (Fig. 6A), retroviral HO-1 gene transfer into 607B cells resulted in stable HO-1 overexpression ('MSCV-HO1') as compared to cells transduced with a virus containing empty retroviral backbone ('MSCV'). Adhesion to Fibronectin and Laminin was more pronounced in 607B cells overexpressing HO-1 (MSCV-HO1) as compared to control infected cells (MSCV; Fig. 6B). Furthermore, MSCV-HO1 cells expressed higher levels of PXDN, compared with MSCV control cells (Fig. 6C). To investigate if PXDN has pro-adhesive properties in 607B cells, similar to BeWo cells, adhesion assays were repeated using PXDN-silenced MSCV-HO1 cells. siPXDN, but not siCtrl-treatment of 607B MSCV-HO1 cells efficiently knocked-down PXDN mRNA levels (~10-fold reduction; Fig. 7D). Furthermore, PXDN-knockdown in 607B MSCV-HO1 cells resulted in a significant reduction in cell adhesion to Fibronectin and Laminin, as compared to siCtrl-treated cells (Fig. 6E). Subsequently, we examined the effect of silenced PXDN expression on BeWo cell growth and invasion. Compared to siCtrl transfected cells, PXDN-silenced cells showed significant decreased cell growth over 96 hrs (Fig. 7A). Of note, knockdown of HO-1 in BeWo cells did not affect cell proliferation (data not shown). When testing the abilities of BeWo cells to invade through the 8-μm pores on the polycarbonate membrane coated with matrigel, we found that the knock-down of endogenous PXDN expression significantly reduced cell invasion as compared to siCtrl treated BeWo LMP cells (P < 0.05; Fig. 7B)

**Figure 6:**
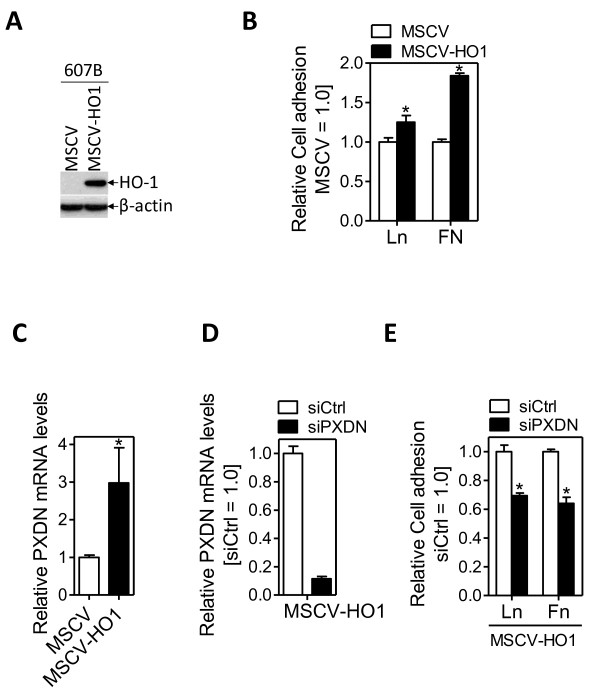
**HO-1 mediates cell adhesion via PXDN in 607B melanoma cells**. (A) Western blot analysis of ctrl (MSCV) or cells transduced with a HO-1 cDNA (MSCV-HO1) demonstrates efficient HO-1 overexpression in 607B melanoma cells. β-actin indicates equal loading. A representative example is shown. (B) Control-infected (MSCV) or HO-1 transduced (MSCV-HO-1) 607B cells were seeded on Fibronectin (FN), Laminin (Ln) or tissue culture plastic and assayed for adhesion as described in *Materials&Methods*. Note that HO-1 overexpressing 607B cells (MSCV-HO1) became more adherent than MSCV cells (*P < 0.05 vs MSCV cells). (C) PXDN mRNA levels were measured by qRT-PCR using the RNA samples isolated from control (MSCV) or HO-1 overexpressing (MSCV-HO1) 607B cells. The expression values were normalized relative to Arp. The levels of PXDN mRNA in MSCV and MSCV-HO1 cells are shown in percentage relative to MSCV cells (set to 100%). Bars represent mean (+/- SEM) of three independent experiments. (D) PXDN mRNA knocked down in 607B MSCV-HO1 cells after transient transfection with a control (siCtrl) or PXDN-specific (siPXDN) siRNA, as determined by real-time PCR. (E) Effect of PXDN-knockdown on cell adhesion to fibronectin or laminin in HO-1 overexpressing 607B cells. For comparison, OD-values of siCtrl infected cells were arbitrarily set to 100% in each experiment. Note that PXDN-silenced cells (siPXDN), but not siCtrl-treated (siCtrl) cells became less adherent following PXDN-knockdown (*P < 0.05 vs siCtrl-treated MSCV-HO1 cells).

**Figure 7:**
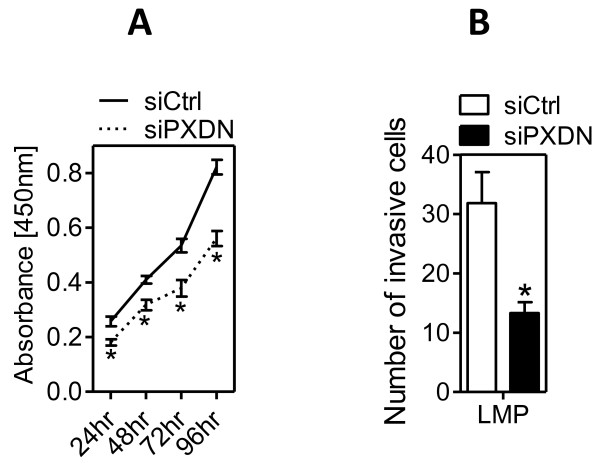
**PXDN-knockdown inhibits BeWo cell invasion and cell growth**. (A). Invasion assay in matrigel-coated Boyden chambers of BeWo cells with knockdown of PXDN. Invaded cells were counted by photographing the membrane through the microscope. Bar graphs represent mean cell number +/- SEM of three independent experiments. *p < 0.05 vs siCtrl-treated BeWo-LMP cells. (B) The cell growth of siCtrl and siPXDN-treated BeWo LMP cells were examined by BrdU assay over a 4-day period. Error bars indicate SEM (*P < 0.05 vs siCtrl-treated BeWo-LMP cells).

## Discussion

In cancer, HO-1 influences tumor cell survival, apoptosis, invasion and metastasis as well as resistance of certain tumors to chemotherapeutic agents [7,17]. These changes suggest alterations of signal transduction and transcription pathways, which HO-1 affects either directly or indirectly. To identify these regulatory mechanisms and to determine the identity of the universal genes, expression of which is affected by HO-1, we silenced HO-1 expression in BeWo choriocarcinoma cells ('miHO-1') and performed gene expression profiling of these cells relative to BeWo cells which express HO-1 endogenously ('LMP'). An interesting aspect of the 214 identified genes whose expression was affected by HO-1, was the regulation of multiple genes linked to cell plasticity/motility and ECM maintenance. In the course of invasion tumor cells leave normal structures by passing through basal membrane and migrate into the surrounding stroma. These events include significant changes in cell morphology as well as close interaction of cells with extracellular matrix (ECM) and structural rearrangement of the latter. Further evidence for a role of HO-1 in modulating cell plasticity was revealed by pathway prediction analysis, which demonstrated modulation of genes of the extracellular region as well as underlying signal transduction pathways (GSEA; Fig 1). Consistent with our data, TGFB1 was identified as a HO-1 target gene in a microarray comparison of prostate cancer cells with varying HO-1 protein levels [12].). Several potential mechanisms underlying gene regulation by HO-1 can be envisioned that also emphasize a potential role of the enzymatic products of HO-1: regulation of signaling pathways including ERK and p38 MAPK [13], Akt/Protein kinase B [5], and transcription factors such as AP-1, AP-2, Brn-3 [29], PPARγ [25], NF-kappaB [30], HSF-1 [31] and HIF1α [32]. Heme containing (and carbon monoxide) responsive transcription factors such as NPAS2 [33] and REV-ERBα/REV-ERBβ [34,35] modulate gene expression in response to the HO-1 enzymatic product carbon monoxide. Recent studies revealed the nuclear localization of HO-1, pointing to its role as a potential transcription factor or coregulator [29,36] Of note, we detected a fraction of total cellular HO-1 protein in the nucleus of BeWo cells (data not shown). Further studies are warranted to investigate potential signaling pathways triggered by HO-1, (including the role of nuclear HO-1) in gene regulation.

To provide unbiased proof for the role of HO-1 in genome-wide transcriptional regulation, irrespective of the cancer tissue type, we performed a metaprofiling analysis using the GCM database of 190 human tumors of 14 different types. The motivation of this data mining strategy was to identify which genes from the 214 putative HO-1 target genes, determined in BeWo cells, most closely correlated with the expression of HO-1 in 190 tumor samples. This unbiased comparative analysis revealed 14 HO-1 universal target genes: proteolytic ADAM8 and MMP2, acyltransferase AGPAT2, cell surface protein MICB, extracellular glycosylase ST3GAL2, amino acid transporter SLC7A1, steroid dehydrogenase HSD17B1, thiol reductase IFI30, alkaline phosphatase ALPPLA2, intracellular adapter protein CRIP2, exracellular matrix constituents BGN and COL21A1, multifunctional cytokine TGFB1, and peroxidase PXDN. The expression of these genes is strongly correlated with that of HO-1 (P = 0.00002). The results of our data mining and our subsequent statistical analyses were validated by using qRT-PCR, Western blotting, and immunostaining of LMP and miHO1 cells. Immunofluorescence staining of first trimester placenta specimens confirmed that HO-1 immunoreactivity is coupled to that of PXDN in trophoblast cells (Fig. 4), which share the capacity to migrate and invade surrounding tissues similar to malignant cells [37]. Based on these results, we suggest that HO-1 stimulates multiple transcriptional changes and affects several cellular pathways, including extracellular matrix organization (MMP2, ADAM8, TGFβ1, BGN, COL21A1, PXDN), signaling (CRIP2, MICB), amino acid transport and glycosylation (SLC7A1 and ST3GAL2), estrogen and phospholipid biosynthesis (AGPAT2 and HSD17B1), protein stabilization (IFI30) and phosphorylation (ALPPL2). Many of these genes are directly associated with cancer; further studies are warranted to identify the role of the HO-1 associated genes in the tumorigenic proteries of HO-1.

Given that cell adhesion is intrically linked to tumor progression/invasion, and that the HO-1 gene signature features many regulators of cell adhesion, we investigated potential effects of HO-1 on cell adhesion in HO-1 silenced BeWo cells and HO-1 overexpressing 607B melanoma cells. Knockdown of HO-1 in BeWo cells reduced adhesion to various ECM molecules, having strongest effect on Laminin (Fig. 5). Stronger adhesion of 607B cells overexpressing HO-1 confirmed a positive role of HO-1 in cell adhesion (Fig. 7). Previously, we have shown that loss of HO-1 expression in BeWo cells resulted in increased cell motility, based on boyden chamber assays [25]. Thus, at least in BeWo cells, knockdown of HO-1 decreases cell adhesion with a concomitant increase in cell motility. A reduction in cell adhesion with a concomitant increase in cell motility is one hallmark of mesenchymal-amoeboid transition (MAT), a process describing a change in (cancer cell) movement from mesenchymal to amoeboid mode. Such type of movement was shown to be characteristic of certain malignancies, including prostate cancer [10,11].

We hypothesized that one of the HO-1 signature genes, many of which represent potential regulators of cell plasticity, mediates the adhesion-promoting effect of HO-1. One promising and novel candidate was PXDN, which could alter cell-ECM interaction either by stabilization of the ECM through protein-protein interactions via leucine-rich repeats and immunoglobulin loops, as well as by enzymatically formed tyrosine-tyrosine crosslinks [38]. PXDN, also known as MG50, is a peroxidase associated with the endoplasmatic reticulum, and expressed in melanoma, breast cancer, colon cancer, ovarian cancer, renal carcinoma as well as metastatic gliomas [4,38-40] Silencing of PXDN abolished the adhesion-promoting effect of endogenous HO-1 in BeWo (LMP) and 607B (MSCV-HO1) cells (Fig. 5 and Fig. 6), while PXDN knockdown did not affect cell adhesion in HO-1 deficient cells. We hypothesize that the PXDN dosage may be very critical for the adhesive response, as PXDN levels in miHO-1 cells treated with a PXDN specific siRNA were ~50 times lower compared to LMP cells (Fig. 5): If inhibition of BeWo cell adhesion correlates with PXDN - levels, maybe there exists a threshold level for PXDN. However, the phenotype of miHO1 cells could be rescued by PXDN overexpression (Fig. 6G). The reduced (~50%) matrigel invasion of PXDN-silended BeWo cells is most likely due to pro-proliferative properties of PXDN (Fig 7). However, additional mechanisms must prevail as cell growth in PXDN silenced cells was inhibited by approximately 30% after 24 hrs, the duration of the cell invasion assay. Importantly, to our knowledge, this is the first time showing functional effects of PXDN expression levels on cell adhesion and invasion. Further extensive experiments are needed to determine the molecular mechanism by which PXDN modulates cell adhesion and invasion, and how it is linked to the adhesion-promoting properties of HO-1.

To conclude, our unbiased large scale genome-wide studies clarified, for the first time, the molecular signature of HO-1 in cancer and identified the genes which are functionally, universally, and most consistently linked with HO-1 expression among multiple tumor types. The identification of the HO-1 target genes will undoubtedly help to understand the complex network of cellular and molecular events, which are linked to the role of HO-1 in cancer. Ongoing studies will shed light on the functional significance of these individual genes.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

ST carried out the GeneChip and bioinformatic as well as statistical analysis and drafted the manuscript. AJ carried out adhesion assays and western blotting. SH and MK carried out the immunostaining. MM designed primers and performed real-time PCR measurements. JH generated retroviral constructs, conducted retroviral gene transductions and cell proliferation assays. JL performed cell invasion assays and transient transfections. HP and OW participated in the design and coordination of the study. MB conceived of the study, and participated in its design and coordination and helped to draft the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Transcriptional signature of HO-1 in BeWo choriocarcinoma cells**. 

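Additional file 1 gives each probe set a fold change, signed by its direction in LMP cells, and the adjusted p of the group comparison. Several probe sets can stand for 1 gene, since the table has 1 row per RefSeq accession. All 214 probe sets passed with limma in the deposited values, where the fold changes differed from the file's by at most 0.00024% and the adjusted p-values by at most 0.000278%. With the filter, 1277 of the 1495 tested probe sets (85.4%) had an adjusted p under 0.05, and the 2-fold minimum of Table 1 separates these from the 234 that passed. In simulated data the adjusted p alone let through a larger share of false probe sets than the nominal 5%.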

The data provided represent the 214 differentially expressed genes with statistical significance (adjusted p-value < 0.05) between HO-1 expressing control ('LMP') cells and cells deficient in HO-1 ('miHO-1'). Click here for file

Additional file 2 **quantitative real-time PCR validation of 5 genes regulated upon HO-1 knockdown**. Graphical presentation for five differentially expressed genes selected for qRT-PCR validation. mRNA levels were measured by qRT-PCR using the RNA samples isolated from HO-1 expressing (LMP) and HO-1 silenced (miHO-1) BeWo cells. The expression values were normalized relative to Arp. The levels of mRNA in LMP and miHO-1 cells are shown in percentage relative to LMP cells (set to 100%). Bars represent mean (+/- SEM) of three independent experiments.Real-time PCR verification of genes statistically significant overexpressed in cells deficient of HO-1. Primers for selected genes were designed using Primer3 software http://frodo.wi.mit.edu/cgi-bin/primer3/primer3_www.cgi with the following sequences: TNFSF10 (CTGGGACCAGAGGAAGAAGC, fwd; GCTCAGGAATGAATGCCCAC, rev), PEG3 (TCCTCACCACCTCACTCAGTC, fwd; GGTCTCGTGGCTCCATGTC, rev), GOLM1 (AGCGTGGACCTCCAGACAC, fwd; CTGCGGACCCTGCCTTCC, rev), CAB39L (CCAACAGAAGCAGTGGCTCA, fwd; GCTGCAGGTCAGCTATCAGTG, rev), CD24 (CCAACTAATGCCACCACCAAG , fwd; TGTTGACTGCAGGGCACCAC, rev). The RNA-amount of the human Arp gene was used as an internal control. Data were analyzed according to the 2^-ΔΔCT ^method [24]. Click here for file

Additional file 3 **Pathway analysis in HO-1 deficient BeWo cells**. 

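Each heatmap shows the members of 1 gene set, ordered from those higher in LMP cells to those higher in miHO-1 cells as printed. How the study chose the members shown is not stated, and they are shown for their correlation with HO-1 on these arrays, so neither set described here is independent evidence of a direction. Of 13 members of 'Cation Binding', CRIP1, CRIP2 and MMP2 were higher in LMP cells and MDM4 and ZNF146 in miHO-1 cells (3 and 2 over the list alone). The set did not pass with camera (median log2 fold change 0.75, adjusted p = 0.134, and 0.69 with an estimated correlation), and had an adjusted p of 0.0389 with the array set as a block (median 0.671) and of 0.0107 with preranked GSEA. Its calls were 1 without LMP replicate 1, none with limma without LMP replicate 2 (2 at an unadjusted p under 0.05), 2 without miHO-1 replicate 1 and 8 without miHO-1 replicate 2. Of 19 measured members of 'Membrane Fraction', which holds the silenced gene itself, the glycosyltransferase gene A4GALT (2.07-fold), HMOX1 and SLC16A3 were higher in LMP cells and SLC34A2 (2.75-fold) in miHO-1 cells (3 and 1 over the list alone). This set had a median of 0.66 (0.558 within array set 1), a camera adjusted p of 0.00324 (0.000269 with the array set as a block) and an adjusted p of 0.469 with an estimated correlation. Its calls were 1, none with limma (3 at an unadjusted p under 0.05), 1 and 8 in the same order.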

Graphical presentation of 9 gene sets as heatmaps that correlate with HO-1 expression in BeWo cells, identified by GSEA. Downregulated genes are shown in blue and upregulated genes in red. Click here for file

Additional file 4 **PXDN-knockdown in BeWo cells using an alternative siRNA oligo targeting human PXDN**. Upper panel: PXDN knocked down in BeWo LMP cells after transient transfection with a control (siCtrl) or PXDN-specific (siPXDN#2) siRNA (Invitrogen, oligo ID: HSS187891) , as determined by real-time PCR. Lower panel: Effect of PXDN-knockdown using siPXDN#2 on cell adhesion to fibronectin or laminin in control-infected (LMP) BeWo cells. For comparison, OD-values of LMP cells treated with a control siRNA (siCtrl) were arbitrarily set to 100% in each experiment. Note that HO-1 expressing cells (LMP) became less adherent following PXDN-knockdown. Click here for file

# Supplementary material for: Transcriptome analysis of human cancer reveals a functional role of Heme Oxygenase-1 in tumor cell adhesion
**Source:** Mol Cancer. 2010 Jul 28;9:200. doi: 10.1186/1476-4598-9-200
**Supplement:** Additional file 3 — Pathway analysis in HO-1 deficient BeWo cells. Graphical presentation of 9 gene sets as heatmaps that correlate with HO-1 expression in BeWo cells, identified by GSEA. Downregulated genes are shown in blue and upregulated genes in red.

,Extracellular Region, Part'

LMP	miHO-1		
		MMP2	matrix metalloproteinase 2 (gelatinase A, 72kDa gelatinase, 72kDa type IV collagenase)
		TGFB1	transforming growth factor, beta 1 (Camurati-Engelmann disease)
		ECM1	extracellular matrix protein 1
		LGALS3BP	lectin, galactoside-binding, soluble, 3 binding protein
		QSOX1	
		SGCE	sarcoglycan, epsilon
		SGCB	sarcoglycan, beta (43kDa dystrophin-associated glycoprotein)
		SFN	stratifin
		GPC1	glypican 1
		COL9A3	collagen, type IX, alpha 3
		FBLN1	fibulin 1
		CFP	complement factor properdin
		EKTN	
		ERBB2IP	erbb2 interacting protein
		LOXL2	lysyl oxidase-like 2

,Extracellular Space'

LMP	miHO-1		
		MMP2	matrix metalloproteinase 2 (gelatinase A, 72kDa gelatinase, 72kDa type IV collagenase)
		TGFB1	transforming growth factor, beta 1 (Camurati-Engelmann disease)
		LGALS3BP	lectin, galactoside-binding, soluble, 3 binding protein
		QSOX1	
		SFN	stratifin
		GPC1	glypican 1
		FBLN1	fibulin 1
		CFP	complement factor properdin
		EKTN	
		LOXL2	lysyl oxidase-like 2

,Receptor Binding'

LMP	miHO-1		
		TGFB1	transforming growth factor, beta 1 (Camurati-Engelmann disease)
		CLEC11A	C-type lectin domain family 11, member A
		IGF2	insulin-like growth factor 2 (somatomedin A)
		FYB	FYN binding protein (FYB-120/130)
		TACC2	transforming, acidic coiled-coil containing protein 2
		GDF15	growth differentiation factor 15
		GRN	granulin
		TRIP6	thyroid hormone receptor interactor 6
		GAS6	growth arrest-specific 6
		WIP1	WD repeat domain, phosphoinositide interacting 1
		PGF	placental growth factor, vascular endothelial growth factor-related protein
		SRI	sorcin
		NCK1	NCK adaptor protein 1
		MED17	
		ERBB2IP	erbb2 interacting protein
		EFNB2	enhrin-B2

,Cation Binding'

LMP	miHO-1		
		MMP2	matrix metalloproteinase 2 (gelatinase A, 72kDa gelatinase, 72kDa type IV collagenase)
		CRIP2	cysteine-rich protein 2
		ZNF185	zinc finger protein 185 (LIM domain)
		GSN	gelsolin (amyloidosis, Finnish type)
		CRIP1	cysteine-rich protein 1 (intestinal)
		ATP7B	ATPase, Cu++ transporting, beta polypeptide
		PRNP	prion protein (p27-30) (Creutzfeldt-Jakob disease, Gerstmann-Strausler-Scheinker syndrome)
		GPD2	glycerol-3-phosphate dehydrogenase 2 (mitochondrial)
		TIMM9	translocase of inner mitochondrial membrane 9 homolog (yeast)
		RLF	rearranged L-myc fusion
		EEA1	early endosome antigen 1, 162kD
		ZNF146	zinc finger protein 146
		MDM4	Mdm4, transformed 3T3 cell double minute 4, p53 binding protein (mouse)

LMP	miHO-1		
		SLC7A1	solute carrier family 7 (cationic amino acid transporter, y+ system), member 1
		TRPV2	transient receptor potential cation channel, subfamily V, member 2
		ADAM8	ADAM metalloproteinase domain 8
		ACCN2	amiloride-sensitive cation channel 2, neuronal
		SLC1A4	solute carrier family 1 (glutamate/neutral amino acid transporter), member 4
		SLC16A3	solute carrier family 16, member 3 (monocarboxylic acid transporter 4)
		ACVRI18	activin A receptor, type IB
		ADCY3	adenylate cyclase 3
		SLC23A2	solute carrier family 23 (nucleobase transporters), member 2
		EGFR3	fibroblast growth factor receptor 3 (achondroplasia, thanatophoric dwarfism)
		EGFR4	fibroblast growth factor receptor 4
		CAV2	caveolin 2
		TSPAN15	tetraspanin 15
		GRM4	glutamate receptor, metabotropic 4
		SGCE	sarcoglycan, epsilon
		ATP7B	ATPase, Cu++ transporting, beta polypeptide
		NOTCH3	Notch homolog 3 (Drosophila)
		SGCR	sarcoglycan, beta (43kDa dystrophin-associated glycoprotein)
		TRIP6	thyroid hormone receptor interactor 6
		GPC1	glypican 1
		CSE3R	colony stimulating factor 3 receptor (granulocyte)
		ERP	emopamil binding protein (sterol isomerase)
		ITGB4	integrin, beta 4
		PGRMC1	progesterone receptor membrane component 1
		KCNQ2	potassium voltage-gated channel, KQT-like subfamily, member 2
		GP9	glycoprotein IX (platelet)
		ATP2B4	ATPase, Ca++ transporting, plasma membrane 4
		SLC40A1	solute carrier family 40 (iron-regulated transporter), member 1
		FRS2	fibroblast growth factor receptor substrate 2
		HS3ST3B1	heparan sulfate (glucosamine) 3-O-sulfotransferase 3B1
		CD47	CD47 molecule
		MERTK	c-met proto-oncogene tyrosine kinase
		PTPRM	protein tyrosine phosphatase, receptor type, M
		SIMAP	sarcolemma associated protein
		KTN1	kinectin 1 (kinesin receptor)
		IL1RAP	interleukin 1 receptor accessory protein
		ST3GAL5	ST3 beta-galactoside alpha-2,3-sialyltransferase 5
		ROR1	receptor tyrosine kinase-like orphan receptor 1
		EFNB2	ephrin-B2
		CLCNKA	chloride channel Ka
		FZD3	frizzled homolog 3 (Drosophila)
		MEF	membrane metallo-endopeptidase (neutral endopeptidase, enkephalinase)
		GOLM1	
		SLC34A2	solute carrier family 34 (sodium phosphate), member 2
		TNFSF10	tumor necrosis factor (ligand) superfamily, member 10

LMP	miHO-1		
		MMP2	matrix metalloproteinase 2 (gelatinase A, 72kDa gelatinase, 72kDa type IV collagenase)
		CRIP2	cysteine-rich protein 2
		ZNF185	zinc finger protein 185 (LIM domain)
		CRIP1	cysteine-rich protein 1 (intestinal)
		ATP7B	ATPase, Cu++ transporting, beta polypeptide
		PRNP	prion protein (p27-30) (Creutzfeldt-Jakob disease, Gerstmann-Strausler-Scheinker syndrome)
		TIMM9	translocase of inner mitochondrial membrane 9 homolog (yeast)
		BLF	rearranged L-myc fusion
		EEA1	early endosome antigen 1, 162kD
		ZNF146	zinc finger protein 146
		MDM4	Mdm4, transformed 3T3 cell double minute 4, p53 binding protein (mouse)

LMP	miHO-1		
		MMP2	matrix metalloproteinase 2 (gelatinase A, 72kDa gelatinase, 72kDa type IV collagenase)
		CRIP2	cysteine-rich protein 2
		ZNF185	zinc finger protein 185 (LIM domain)
		GSN	gelsolin (amyloidosis, Finnish type)
		CRIP1	cysteine-rich protein 1 (intestinal)
		ATP7B	ATPase, Cu++ transporting, beta polypeptide
		PRNP	prion protein (p27-30) (Creutzfeldt-Jakob disease, Gerstmann-Strausler-Scheinker syndrome)
		STK38L	serine/threonine kinase 38 like
		GPD2	glycerol-3-phosphate dehydrogenase 2 (mitochondrial)
		TIMM9	translocase of inner mitochondrial membrane 9 homolog (yeast)
		BLF	rearranged L-myc fusion
		STK3	serine/threonine kinase 3 (STE20 homolog, yeast)
		EEA1	early endosome antigen 1, 162kD
		MT1X	metallothionein IX
		ZNF146	zinc finger protein 146
		MDM4	Mdm4, transformed 3T3 cell double minute 4, p53 binding protein (mouse)

LMP
miHO-1

,System Development'

	TGFB1	transforming growth factor, beta 1 (Camurati-Engelmann disease)
	TPP1	tripeptidyl peptidase 1
	DPYSL5	dihydropyrimidinase-like 5
	APOE	apolipoprotein E
	IGF2	insulin-like growth factor 2 (somatomedin A)
	ACVRL1	activin A receptor, type 1B
	FGFR3	fibroblast growth factor receptor 3 (achondroplasia, thanatophoric dwarfism)
	SGCE	sarcoglycan, epsilon
	SGCB	sarcoglycan, beta (43kDa dystrophin-associated glycoprotein)
	NRTN	neurturin
	NRGN	neurogranin (protein kinase C substrate, RC3)
	SOX15	SBY (sex determining region Y)-hox 15
	DHCR24	24-dehydrocholesterol reductase
	PML	promyelocytic leukemia
	DVL2	dishevelled, dsh homolog 2 (Drosophila)
	COL1A1	collagen, type I, alpha 1
	HDAC5	histone deacetylase 5
	TAZ	tafazzin (cardiomyopathy, dilated 3A (X-linked); endocardial fibroelastosis 2; Barth syndrome)
	ERP	emopamil binding protein (sterol isomerase)
	GHRHR	growth hormone releasing hormone receptor
	KCNQ2	potassium voltage-gated channel, KQT-like subfamily, member 2
	POU6F1	POU domain, class 6, transcription factor 1
	NRD1	nardilysin (N-arginine dibasic convertase)
	EXT1	exostoses (multiple) 1
	NCOA4	nuclear receptor coactivator 4
	NCKAP1	NCK-associated protein 1
	COL12A1	collagen, type XII, alpha 1
	SRI	sorcin
	UBE3A	ubiquitin protein ligase E3A (human papilloma virus E6-associated protein, Angelman syndrome)
	RTN4	reticulon 4
	IQCB1	IQ motif containing B1
	DSP	desmoplakin
	EKTN	
	ENC1	ectodermal-neural cortex (with RTB-like domain)
	UTRN	utrophin (homologous to dystrophin)
	CASP14	caspase 14, apoptosis-related cysteine peptidase
	CACMB2	calcium channel, voltage-dependent, beta 2 subunit
	HEY1	hairly/enhancer-of-split related with YRPW motif 1
	ALX1	

LMP
miHO-1

,Membrane Fraction'

	HMOX1	heme oxygenase (decycling) 1
	SLC1A4	solute carrier family 1 (glutamate/neutral amino acid transporter), member 4
	SLC16A3	solute carrier family 16, member 3 (monocarboxylic acid transporter 4)
	A4GALT	alpha 1,4-galactosyltransferase (globotriaosylceramide synthase)
	SLC23A2	solute carrier family 23 (nucleobase transporters), member 2
	TSPAN15	tetraspanin 15
	PDE4A	phosphodiesterase 4A, cAMP-specific (phosphodiesterase E2 dunce homolog, Drosophila)
	SLC4A2	solute carrier family 4, anion exchanger, member 2 (erythrocyte membrane protein band 3-like 1)
	CYP19A1	cytochrome P450, family 19, subfamily A, polypeptide 1
	CDH5	cadherin 5, type 2, VE-cadherin (vascular epithelium)
	LASS5	LAG1 homolog, ceramide synthase 5 (S. cerevisiae)
	ATP6V1F	ATPase, H+ transporting, lysosomal 14kDa, V1 subunit F
	FRS2	fibroblast growth factor receptor substrate 2
	EB01L	EB01-like (S. cerevisiae)
	KTN1	kinectin 1 (kinesin receptor)
	EEA1	early endosome antigen 1, 162kD
	DSC3	desmocollin 3
	UTRN	utrophin (homologous to dystrophin)
	RPL7A	ribosomal protein L7a
	SLC34A2	solute carrier family 34 (sodium phosphate), member 2

How the deposited data were processed for this re-analysis (not part of the article)

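Gene expression was measured on Affymetrix human Gene 1.0 ST arrays in BeWo choriocarcinoma cells stably infected with the empty vector LMP (2 arrays) or with the vector against HO-1 (miHO-1, 2 arrays). The authors deposited log2 expression values after RMA, that is after background correction, quantile normalization of the probes and summary per probe set. The version of RMA and the probe set definition behind the RefSeq-named probe sets are not given in the sources used here. No gene was centred. The medians of the 4 arrays were 6.31 and 6.37 (LMP) and 6.31 and 6.24 (miHO-1). No scanner files were used. The number of arrays limits the precision.

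The deposited table held 29875 probe sets, of which 23861 were named through their RefSeq accession with the gene table of GRCh38.p14, used for names only, and 28 through Additional file 1, while 5986 stayed unnamed. This gave 18032 distinct genes. No coordinates are given, since no source names a genome build for these probe sets. Where a gene had several probe sets, the one with the highest mean over all arrays stands for it, and others are given where their calls differ.

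LMP was compared with miHO-1 by limma 3.58.1 (lmFit and eBayes, two-sided) in R 4.3.3. The filter followed the Methods, with an interquartile range over 0.5 and at least 1 array with an intensity over 100. The interquartile range was taken on the log2 scale. Of the probe sets, 14639 met the intensity minimum and 1495 both criteria. A probe set passed at a Benjamini-Hochberg adjusted p under 0.05 and at least a 2-fold change. Standard errors and adjusted p-values come from the fit over the filtered probe sets, and values of probe sets outside the filter from the fit over all probe sets.

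Gene lists were tested with camera (limma) at a preset correlation of 0.01 over 9418 genes, 1 probe set per gene, that met the intensity minimum. A list needed at least 5 measured members, which 45 lists had and 5 had not. P-values were adjusted over the 45 lists. Of these, 12 came from the paper and were chosen on these arrays. Their low p-values also lower the adjusted p of the other 33. Beside each call stands the adjusted p with the correlation estimated from the data. That test uses the 2 residual degrees of freedom and so has little power here. Failing it does not show that correlation between genes made the signal. Counts over the list alone adjust the limma p-values over the members of that list, with the same 2-fold minimum. They use 1 probe set per gene and the fit over probe sets that met the intensity minimum. The other counts take any probe set of a gene that passed. The 2 counts can therefore differ through the probe set as well as the adjustment. Preranked GSEA was run with fgsea 1.28.0 and 10000 permutations of genes.

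The genes named in the text are the 10 with the largest fold change in each direction among those that passed with non-overlapping arrays, those the paper names for the BeWo arrays, and, of each list, members that passed and up to 4 others with the highest mean. The paper's tables had been seen when this rule was written. The lists, the named-gene rule and the alternatives were set before the data were examined. Symbols misprinted in Additional file 3 were corrected afterwards from the gene names printed beside them.

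The steps were tested on simulated data. In 20 simulated LMP and miHO-1 data sets of 29875 probe sets with 200 changed, the filter and test recovered 2.4% of 1.5-fold, 45.3% of 2-fold, 99.8% of 3-fold and 100% of 5-fold changes, and 1.94% of the called probe sets were false. Of the probe sets past the adjusted p alone, without the fold minimum, 11.6% were false. The simulated noise was independent between probe sets and held no deviation shared across an array. A mean of 414 probe sets passed the filter there, against 1495 in the real data. These shares are therefore not error rates of the 234 real calls.

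The alternatives were no filter, the intensity minimum alone, no fold minimum, an adjusted p under 0.01, another quantile normalization, centring on array medians, eBayes with trend and robust, the replicate number or the array set as a block, each array left out, the mean of the probe sets of a gene, and the Student test. The paper names the Student test for group comparisons in general and limma for the arrays. For lists they were the estimated correlation, preranked GSEA, other gene backgrounds, another quantile normalization, both blocks and each array left out. The block by array set and leaving out miHO-1 replicate 1 are the same test for lists. Leaving out an array leaves 1 array in a group, which is assumed to vary like the other group. When miHO-1 replicate 2 is left out, the miHO-1 array that remains is the one labelled with another run. Group and run cannot be told apart there. The experiments by qRT-PCR, Western blot, adhesion assay and tumor database mining have no values here and were left out.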

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

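Of the tests in this part, the comparison of other splits of the arrays and the medians of zinc finger, collagen and basement membrane genes within array set 1 were chosen after the results were seen. Whether differences between the infected lines other than the loss of HO-1 underlie any pattern was not tested, since the arrays hold 1 line per vector.

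With the variation filter 234 probe sets passed, and with the intensity minimum alone 119 did. In 100 simulations of the 4 arrays without a group difference, the filter and limma called a median of 0 probe sets. A median of 244 probe sets passed the filter there, against 1495 in the real data. The simulated noise was independent between probe sets, so this argues only against calls that the filter makes from such noise. The simulation held no deviation shared across an array, and cannot say what the filter does with one. The other splits of the 4 arrays into 2 and 2 called at most 0 with limma, against 234 (10 and 6 at an unadjusted p under 0.05, against 1304), but they put LMP and miHO-1 arrays into the same group and are too few for a share under 0.05. Of 495 expressed probe sets at least 2-fold apart between LMP replicate 1 and miHO-1 replicate 1, labelled with another run, 437 (88.3%) had the same direction between the second replicates, with a median log2 difference of 0.725 that argues against a separate run as the whole source, though its share in the size of single differences stays open.

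Zinc finger genes, which the paper does not discuss, were lower in LMP cells than the other measured genes. Of 457 zinc finger genes on the array, 184 were measured and 273 were below the intensity minimum. Of the 184, 19 were higher in miHO-1 cells, from 2.01-fold to 3.25-fold, and none was higher in LMP cells. The count was 18 over the list alone and 7 with the intensity minimum alone. The median log2 fold change was -0.246 (camera adjusted p = 0.00029, and 0.469 with an estimated correlation). This median lay -0.263 from the mean of 10000 random lists matched on signal level, whose medians had an SD of 0.037, which argues against the trend of fold change with signal level as the source. Within array set 1 it was -0.219 (camera adjusted p = 0.000915), which argues against a separate run, although with the array set as a block no member passed with limma (28 at an unadjusted p under 0.05). Nor did any without LMP replicate 1 (16) or LMP replicate 2 (1), while 1 passed without miHO-1 replicate 1 and 32 without miHO-1 replicate 2. A difference between LMP and miHO-1 cells is a hypothesis that stays open, as does signal shared between the probes of related zinc finger genes, which was not tested.

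Collagen and basement membrane genes were higher in LMP cells, and the paper discusses only some of them. The 42 genes together had a median of 0.278, which lay 0.274 above the mean of matched random lists (SD 0.066), so the trend with signal level does not account for it. Within array set 1 their median was 0.336, which argues against a separate run. Of these genes COL21A1, ECM1 and PXDN passed, and with no fold minimum 4 collagen genes (3 higher in LMP and 1 in miHO-1 cells) and 5 basement membrane genes (all higher in LMP cells) had an adjusted p under 0.05. The list tests had adjusted p-values near 0.5 with an estimated correlation. A difference between LMP and miHO-1 cells is a hypothesis here too.

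Further lists that the paper does not discuss passed with camera. Of the syncytiotrophoblast list, 17 of 36 genes on the array were measured, and CGB, CGB1, CGB2, CGB5, CGB8 and CSH1 were not matched. With the intensity minimum alone 1 of its genes passed. Syncytiotrophoblast genes were higher in LMP cells (median 0.196, within array set 1 0.136), with HSD17B1 and ALPPL2 among 17 past the threshold (2 over the list alone) and an adjusted p of 0.00848 (0.0216 with the array set as a block, 0.559 with an estimated correlation). Antigen presentation genes had a median of 0.127 (0.0658 with the arrays centred), with MICB and the peptide transporter genes TAP1 (2.40-fold) and TAP2 (2.17-fold) higher in LMP cells and HLA-G in miHO-1 cells, of 15 (3 and 1 over the list alone), and an adjusted p of 0.0471 (0.506 with an estimated correlation), which did not pass with the array set as a block (median 0.00614, adjusted p = 0.0671) or over the genes of the variation filter (0.0846), and with the intensity minimum alone 1 gene was higher in LMP and 1 in miHO-1 cells. Genes of cholesterol synthesis had a median of 0.179 (0.0589 within array set 1) and an adjusted p of 0.014 (0.0242 with the array set as a block, 0.506 with an estimated correlation), and none of 22 passed singly with limma over all 4 arrays (7 at an unadjusted p under 0.05, and 2 at an adjusted p under 0.05 with no fold minimum). Lysosome genes had a median of 0.219 (0.0243 within array set 1), with IFI30 and TPP1 (2.64-fold) higher in LMP cells and ACP5 in miHO-1 cells (1 of its 4 probe sets, 2.14-fold, while the one with the highest mean was at 1.51-fold and did not pass), of 33 (2 and none over the list alone), and an adjusted p of 0.000738 (0.047 with the array set as a block, 0.69 with an estimated correlation). Histone genes had a median of 0.224, with HIST3H2A alone of 43 past the threshold (none over the list alone) and an adjusted p of 0.00168 (0.671 with an estimated correlation), but within array set 1 the median was -0.055 and the adjusted p 0.562. Cancer-testis genes had a median of 0.494 (0.497 within array set 1), with XAGE3 (2.59-fold) of 6 past the threshold (1 over the list alone) and an adjusted p of 0.000504 (0.000209 with the array set as a block, 0.432 with an estimated correlation). No member of these 6 lists passed with limma with the array set as a block (4 syncytiotrophoblast, 4 antigen presentation, 1 cholesterol, 3 lysosome, 1 histone and 1 cancer-testis gene at an unadjusted p under 0.05). Nor did any without LMP replicate 1, LMP replicate 2 or miHO-1 replicate 1 (at most 4, none and 2 per list at an unadjusted p under 0.05). Without miHO-1 replicate 2 the numbers that passed were 4, 3, 2, 3, 6 and 1.

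Lists lower in LMP cells were these. Cell cycle genes had a median of -0.25 (-0.137 within array set 1, -0.163 after another quantile normalization), with the mitotic kinesins KIF14 and KIF18A of 38 past the threshold (2 over the list alone) and an adjusted p of 0.00729 (0.671 with an estimated correlation, 0.0803 with the array set as a block, 0.178 over the genes of the variation filter). Genes of hypoxia and glycolysis had a median of -0.134 (-0.264 within array set 1, -0.0806 after another quantile normalization), with SLC16A3 higher in LMP cells and BNIP3 and the collagen hydroxylase gene P4HA1 (2.21-fold) in miHO-1 cells, of 27 (1 and 2 over the list alone), and an adjusted p of 0.0252 (0.00719 with the array set as a block, 0.587 with an estimated correlation, 0.44 over the genes of the variation filter). Ribosomal protein genes had a median of -0.181 (-0.264 within array set 1, -0.0679 after another quantile normalization), with RPSA of 65 higher in miHO-1 cells (none over the list alone) and an adjusted p of 0.016 (0.000975 with the array set as a block, 0.69 with an estimated correlation, 0.535 over the genes of the variation filter). No member of these 3 lists passed with limma without any filter (15, 13 and 11 at an unadjusted p under 0.05), with the array set as a block (2, 9 and 5), or without LMP replicate 1 (2, 3 and 1), LMP replicate 2 (none, 1 and none) or miHO-1 replicate 1 (none, 2 and 1), and without miHO-1 replicate 2 the counts were 4, 4 and 1. Small nucleolar RNA genes had a median of -0.283 (-0.203 within array set 1), with 6 of 76 higher in miHO-1 cells (4 over the list alone), among them SNORD76 (2.68-fold), and an adjusted p of 0.0354 (0.0731 with the array set as a block, 0.834 with an estimated correlation, 0.521 over the genes of the variation filter). No small nucleolar RNA gene passed with limma without any filter (32 at an unadjusted p under 0.05), with the intensity minimum alone (16), with the array set as a block (7) or without LMP replicate 2 (none), while 1 passed without LMP replicate 1, 1 without miHO-1 replicate 1 and 19 without miHO-1 replicate 2, 4 of them higher in LMP cells.

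Additional file 1 does not list 20 of the probe sets that passed. Of these, 18 were higher in miHO-1 cells and 2 in LMP cells, from 2.05-fold to 2.98-fold. On all 4 arrays 17 had the same values, to 5 significant digits, as a probe set that the file lists, and 9 had the gene name of a listed one (TTC3, TRIM6, SLC16A3, CLCNKA, ZNF146, MME, HEY1 and GOLM1, ZNF146 with more than 1 probe set), so that each had at least one of these ties.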

How the results depend on the processing

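The counts moved with the settings, and more probe sets were higher in LMP than in miHO-1 cells at an adjusted p under 0.01, with the array set as a block, without LMP replicate 1 and with the adjusted Student test. With 2 arrays per group, 2 residual degrees of freedom stand behind each probe set. Counts are given in the order probe sets, higher in LMP, higher in miHO-1 and genes, against 234, 69, 165 and 179. Without a filter they were 65, 28, 37 and 50, with the intensity minimum alone 119, 41, 78 and 96, with no fold minimum 1277, 403, 874 and 882, and at an adjusted p under 0.01 they were 12, 8, 4 and 9. The filter changes both the number of tests and the variance that limma moderates toward, and these were not told apart. The Student test is the one that the paper names for group comparisons in general, while it names limma for the arrays. With the array set as a block they were 14, 10, 4 and 11, and with the Student test of the Methods 20, 11, 9 and 15 after adjustment and 140, 42, 98 and 114 before it, and the cause was not tested. With 1 array left out they ranged from 6 to 615, 2 to 239, 4 to 376 and 5 to 406, lowest without LMP replicate 2 and highest without miHO-1 replicate 2. Another quantile normalization (230), centring on array medians (280), trend and robust (234) and gene means (177) stayed within 1.5 times.

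Of the 29 adhesion and matrix genes, 7 passed without a filter, 18 with the intensity minimum alone, 3 at an adjusted p under 0.01, 4 with the array set as a block, 1 with the adjusted and 19 with the unadjusted Student test, and 1 to 26 with 1 array left out. Of the 14 target genes, 8 passed without a filter, 2 at an adjusted p under 0.01, 3 with the array set as a block, 2 with the adjusted Student test, and 0 to 13 with 1 array left out. The cause was not tested.

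Of the 45 lists, 17 were higher and 6 lower in LMP cells. Among the 33 that the paper did not choose these were 9 and 5. Of its own 12, chosen on these arrays, they were 8 and 1. With an estimated correlation 0 and 0 passed with camera (adjusted p from 0.432 to 0.969, while 4 lists, each chosen by the paper, had an unadjusted p under 0.05). 'Extracellular Region, Part' then had 0.432. That test has 2 residual degrees of freedom, so it had little power at any correlation. The 14 target genes had an estimated correlation of 0.0154, near the preset 0.01. Their unadjusted camera p was still 0.0106, against 3.25e-23 with the preset. With all named genes as the background 4 lists lost a camera call and 2 gained one, and after another quantile normalization 3 lost theirs. Calls were also lost or gained with each array left out. With the genes of the variation filter only, 25 of the lists could be tested, 13 were higher and 2 lower, and the calls of antigen presentation, cell cycle, hypoxia, small nucleolar RNA and ribosomal protein genes were lost, while 'System Development' (0.0114) and the untitled set of 45 genes (0.00289) gained one. Preranked GSEA left 41 of 45 lists on their side of the threshold and added 'System Development' (adjusted p = 0.0035), 'Cation Binding' (0.0107) and the untitled set of 45 genes (0.00242), all higher in LMP cells, and genes of death receptors and apoptosis (0.003), lower in LMP cells. Genes of mitochondrial respiration, without a call over all 4 arrays (adjusted p = 0.751, and 0.949 with an estimated correlation), were lower in LMP cells with the array set as a block and without miHO-1 replicate 1 (adjusted p = 0.0242 each), higher without miHO-1 replicate 2 (0.0211) and without a call without LMP replicate 1 (0.986), and the cause was not tested.

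With the replicate number as a block 245 probe sets passed, among them all 234. The deviations of same-numbered arrays had a correlation of -0.0217 over all, 0.152 over expressed and 0.209 over the filtered probe sets. No label or method says that a number marks a shared batch or day, so the comparison was made without this block. The block changed no call of a named gene, while 1 of the 45 lists lost its camera call. Signal over background limits weak genes, since 13080 to 13341 probe sets per array had an intensity over 100.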

Differences from the paper's values

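With the 2-fold minimum, no value the paper states for the arrays differed from the recomputed value by more than 1.5 times. The paper's counts are 214 probe sets, 67 higher in LMP cells and 147 higher in miHO-1 cells, at its adjusted p threshold. The deposited values gave 234, 69 and 165 with the 2-fold minimum, and 1277, 403 and 874 at the adjusted p alone. Table 2 of the paper lists AGPAT2 under NM_001012727 with the fold change that the deposited values give for NM_006412_at, 2.05, while NM_001012727_at had 1.98 and did not pass. Of the matrix and growth factor genes that the paper names as higher in LMP cells from its pathway analysis, all 12 were higher here, and 5 reached the 2-fold minimum.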

Other observations

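HMOX1 itself was left out of the lists of heme and iron handling and of NRF2 targets. Of 22 measured genes of the first and 19 of the second, none passed with limma or with the Student test, adjusted or not. At an unadjusted p under 0.05 from limma, 6 and 4 of them were counted, with no fold minimum 4 and 1 had an adjusted p under 0.05, and 1 heme or iron gene passed without miHO-1 replicate 2. This does not show that they did not change, since a call needs at least a 2-fold change. Their medians were -0.0638 and -0.0406 (-0.165 and -0.134 within array set 1), and became 0.0114 and 0.0299 after another quantile normalization, with camera adjusted p-values of 0.751 and 0.933. Cytotrophoblast genes had a median of -0.0492 (0.018 after another quantile normalization), with VGLL1 of 22 past the threshold (1 over the list alone) and a camera adjusted p of 0.751. Of 13 extravillous genes, MMP2 was higher in LMP cells and HLA-G in miHO-1 cells (1 and 1 over the list alone), and the median was 0.162 over all 4 arrays and -0.0359 within array set 1 (camera adjusted p = 0.138). Of 13 imprinted genes, IGF2 was higher in LMP cells and PEG3 and ZFAT (2.16-fold, while its probe set with the highest mean was at 1.65-fold and did not pass) in miHO-1 cells (1 and 1 over the list alone, median 0.118, camera adjusted p = 0.304), while H19 was 1.10-fold apart. No cytotrophoblast or imprinted gene passed with limma with the array set as a block (4 and 6 at an unadjusted p under 0.05) or without LMP replicate 1, LMP replicate 2 or miHO-1 replicate 1 (at most 2 per list), and 1 and 3 passed without miHO-1 replicate 2. Of the extravillous genes 1 passed with the block, 1 without LMP replicate 1, none without LMP replicate 2 (1 at an unadjusted p under 0.05), 1 without miHO-1 replicate 1 and 2 without miHO-1 replicate 2. Markers of cells other than trophoblast were mostly too weak to measure, with 3 of 18 fibroblast, 2 of 12 endothelial and 1 of 16 hematopoietic genes over the intensity minimum, and none of these passed with limma (2, 1 and none at an unadjusted p under 0.05).

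Of 19 genes of death receptors and apoptosis, TNFSF10, BNIP3 and PDCD4 (2.28-fold) were higher in miHO-1 cells (3 over the list alone), and the list did not pass with camera (median -0.085, adjusted p = 0.24, and 0.0803 with the array set as a block) but did with preranked GSEA (adjusted p = 0.003). In this list 1 gene passed with any array but miHO-1 replicate 2 left out. Stress lists did not pass with camera. Heat shock genes had a median of -0.272, with HSPA1A of 12 higher in miHO-1 cells (2.28-fold, 1 over the list alone, camera adjusted p = 0.0569). Genes of the endoplasmic reticulum stress response had a median of 0.0592 (-0.00226 after centring on array medians, camera adjusted p = 0.63) and metallothioneins one of -0.0919 (camera adjusted p = 0.699), and no member of either passed with limma (2 and 1 at an unadjusted p under 0.05). For interferon response genes the median was -0.361, none of 8 passed with limma (3 at an unadjusted p under 0.05), and the camera adjusted p was 0.521. Amino acid response genes, with SLC7A1 higher in LMP cells and SLC38A1 (2.16-fold) in miHO-1 cells of 21 (1 and 1 over the list alone), had a median of 0.108 (camera adjusted p = 0.488). For p53 targets, ZMAT3 (2.01-fold, while its probe set with the highest mean was at 1.90-fold and did not pass) was higher in LMP cells and MDM4 (2.30-fold) in miHO-1 cells of 22 (none and 1 over the list alone), with a median of 0.13 (camera adjusted p = 0.115). Targets of TGF-beta, of which TGFB1 itself was higher in LMP cells and SMAD1 in miHO-1 cells of 21 (1 and 1 over the list alone), had a median of -0.0733 (camera adjusted p = 0.895). Among 11 genes of lipoprotein handling, APOE and PLTP were higher in LMP cells and LRP2 in miHO-1 cells (2 and 1 over the list alone, median 0.0648, camera adjusted p = 0.173, 0.671 with an estimated correlation, and 0.0383 with the array set as a block). No gene of the heat shock, amino acid, p53, TGF-beta and lipoprotein lists passed with limma with the array set as a block (2, 4, 3, 4 and 3 at an unadjusted p under 0.05) or without LMP replicate 1, LMP replicate 2 or miHO-1 replicate 1 (at most 3 per list), and 2, 5, 4, 1 and 3 passed without miHO-1 replicate 2. Genes of mitochondrial respiration had a median of 0.0096 (-0.221 within array set 1, -0.0519 after centring), and none of 50 passed with limma (3 at an unadjusted p under 0.05). Of hemoglobin genes, 3 were measured and HBE1 passed, and of plasminogen activators and protease inhibitors 4 were measured and none passed with limma (2 at an unadjusted p under 0.05). With no fold minimum 1 endoplasmic reticulum stress, 2 interferon, 1 mitochondrial, 2 fibroblast, 1 endothelial and 1 protease inhibitor gene had an adjusted p under 0.05.

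The 8 genes that the paper measured by qRT-PCR for Fig. 2C were all higher in LMP cells on the arrays (median 1.81, 8 over the list alone, camera adjusted p = 5.61e-15, and 0.432 with an estimated correlation). The 5 genes of Additional file 2 (CAB39L, CD24, GOLM1, PEG3 and TNFSF10) were all higher in miHO-1 cells (median -1.55, 5 over the list alone, camera adjusted p = 7.57e-11, and 0.432 with an estimated correlation). Of the 8 and the 5, 3 and 2 passed with the array set as a block, without LMP replicate 1 also 3 and 2, without LMP replicate 2 none with limma (6 at an unadjusted p under 0.05) and 2, without miHO-1 replicate 1 4 and 2, and without miHO-1 replicate 2 all. The 12 matrix and growth factor genes named in the text on the pathway analysis had a median of 0.806 (camera adjusted p = 4.31e-14, and 0.432 with an estimated correlation), and 5 of them passed, with 1 past the threshold without LMP replicate 1, none without LMP replicate 2 with limma (4 at an unadjusted p under 0.05), 1 without miHO-1 replicate 1 and 6 without miHO-1 replicate 2. The study chose the genes of these 3 lists for their values on these arrays, so the list tests are not independent evidence. Fold changes had a weak trend with signal level, with a median of 0.0959 over the weakest probe sets and -0.123 over the strongest, and -0.00356 and 0.0198 after another quantile normalization. On expressed probe sets, 65 were at least 2-fold apart between the LMP arrays and 212 between the miHO-1 arrays.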
